# β-Arrestin–Mediated Angiotensin II Type 1 Receptor Activation Promotes Pulmonary Vascular Remodeling in Pulmonary Hypertension

**DOI:** 10.1016/j.jacbts.2021.09.006

**Published:** 2021-11-22

**Authors:** Zhiyuan Ma, Gayathri Viswanathan, Mason Sellig, Chanpreet Jassal, Issac Choi, Aditi Garikipati, Xinyu Xiong, Nour Nazo, Sudarshan Rajagopal

**Keywords:** angiotensin, Beta-arrestin, biased agonism, G protein–coupled receptor, pulmonary arterial hypertension, AngII, Angiotensin-2, AT1R, Angiotensin II type 1 receptor, BrdU, bromodeoxyuridine, GPCR, G protein–coupled receptor, LV, left ventricular, MCT, monocrotaline, PAH, pulmonary arterial hypertension, PASMCs, pulmonary artery smooth muscle cells, PBS, phosphate-buffered saline, PV, pressure-volume, rRNA, ribosomal RNA, RV, right ventricular, SMC, smooth muscle cell, TRV023, TRV120023

## Abstract

Pulmonary arterial hypertension (PAH) is a disease of abnormal pulmonary vascular remodeling whose medical therapies are thought to primarily act as vasodilators but also may have effects on pulmonary vascular remodeling. The angiotensin II type 1 receptor (AT_1_R) is a G protein–coupled receptor that promotes vasoconstriction through heterotrimeric G proteins but also signals via β-arrestins, which promote cardioprotective effects and vasodilation through promoting cell survival. We found that an AT1R β-arrestin-biased agonist promoted vascular remodeling and worsened PAH, suggesting that the primary benefit of current PAH therapies is through pulmonary vascular reverse remodeling in addition to their vasodilation.

## Highlights

• We tested the effects of a β-arrestin–biased agonist (TRV023) of the angiotensin II (AngII) type 1 receptor (AT_1_R), which acts as a vasodilator while not blocking cellular proliferation, compared to a balanced agonist, AngII, and an antagonist, losartan, in PAH.
• In acute infusion, AngII increased right ventricular pressures while TRV023 and losartan did not. However, in chronic infusion in monocrotaline PAH rats, both TRV023 and AngII had significantly worse survival than losartan.
• Both TRV023 and AngII enhanced proliferation and migration of pulmonary artery smooth muscle cells from patients with PAH.
• β-arrestin-mediated AT_1_R signaling promotes vascular remodeling and worsens PAH, and suggests that the benefit of current PAH therapies is primarily through pulmonary vascular reverse remodeling.

Pulmonary arterial hypertension (PAH) is a disease associated with excessive pulmonary vascular remodeling characterized by dysfunction of endothelial cells and proliferation of smooth muscle cells that leads to obliteration of pulmonary arterioles. This results in a high pulmonary vascular resistance, right ventricular (RV) hypertrophy, dilation, and ultimately failure (1). Current PAH therapies largely target vasoactive mediators such as endothelin-1 and prostacyclin, which signal through G protein–coupled receptors such as the type A endothelin receptor and prostacyclin receptor, respectively (2). However, the utility of these therapies is thought to be limited in their efficacy by acting primarily as pulmonary vasodilators and not affecting the pulmonary vascular remodeling that underlies progression of the disease (3). Other vasoactive mediators, such as angiotensin II (AngII), are also thought to contribute to the pathobiology of PAH. The expression of AngII and AT_1_R is elevated in PAH and increased levels of AngII are associated with PAH progression and mortality (4, 5, 6, 7). Blocking AT_1_R signaling is beneficial in rats with PAH, including restored RV dysfunction, decreased pulmonary vascular remodeling, and delayed PAH progression (4,8).

G protein–coupled receptors (GPCRs), such as the AT_1_R, signal canonically through heterotrimeric G proteins and multifunctional β-arrestin adapter proteins, which in addition to signaling, also promote receptor internalization and desensitization of G protein signaling (9). Subsequently, G protein–dependent (10) and/or β-arrestin–dependent (11) signaling is transduced by the activation of downstream mediators, such as Ca^2+^-dependent protein kinase C, mitogen-activated protein kinase signaling, and GPCR-mediated transactivation of receptor tyrosine kinases (12,13). G protein–mediated AT_1_R signaling has been found to lead to hypertension, myocardial hypertrophy, and cardiac dysfunction (13,14), whereas β-arrestin–mediated signaling has been shown to promote cardioprotective effects and decrease systemic and renovascular resistance in systolic heart failure (15, 16, 17, 18). Recently, “biased” AT_1_R ligands were shown to engage and stabilize distinct active conformations of AT_1_R (19) and activate only a subset of receptor-mediated signaling pathways (15,20), such as only through G proteins (“G protein–biased”) or β-arrestins (“β-arrestin–biased”) (21,22). For example, compounds such as TRV120027 and TRV120023 (TRV023) have been shown to function as β-arrestin–biased agonists, antagonizing G protein signaling and activating β-arrestin–mediated signaling. These drugs act acutely as vasodilators, by antagonizing AT_1_R G protein–mediated vasoconstriction, while promoting cardiac function and decreasing apoptosis through their β-arrestin–mediated signaling.

It is not known whether the benefit of current therapies is primarily mediated through vasodilation or reverse remodeling of the pulmonary vasculature, as patients on long-standing PAH therapies can still display severe vascular pathology (23). We hypothesized that we could address this question through the selective activation of AT_1_R β-arrestin–mediated signaling with a β-arrestin–biased agonist, which would be predicted to act as an acute vasodilator while promoting AT_1_R β-arrestin–mediated signaling. We compared the physiological and molecular effects of a β-arrestin–biased AT_1_R agonist, TRV023, to a balanced agonist, AngII, and an antagonist, losartan, in the treatment of PAH. We found that β-arrestin–biased AT_1_R stimulation promoted pulmonary vascular remodeling, demonstrating that vasodilation in the presence of β-arrestin-biased AT_1_R activation worsens PAH. These findings suggest that the beneficial long-term effects of drugs targeting GPCR signaling in PAH is not through vasodilation but from reversing pulmonary vascular remodeling.

## Methods

### AT_1_R ligands

AngII and TRV023 (Sar-Arg-Val-Tyr-Lys-His-Pro-Ala-OH) were synthesized by GenScript USA with quality control assessed by high-performance chromatography and mass spectrometry. Losartan was purchased from Santa Cruz Biotechnology (sc-204796). AngII was also obtained from Sigma (A9525-1MG).

### Animals

All animal experiments were conducted in compliance with institutional guidelines and were approved by the Duke University Institutional Animal Care and Use Committee (Protocol: A175-16-08). Male Sprague-Dawley rats (5-6 weeks old, Charles River Laboratories) weighing between 150 and 200 g were used in the chronic infusion studies. For acute infusion, 8- to 10-week-old Sprague-Dawley rats with an average weight of 300 g were used.

### Experimental protocols for PAH treatment

Pulmonary hypertension was induced by a single subcutaneous injection of crotaline (MCT, 60 mg·kg^−1^; Sigma). For chronic treatments, either vehicle (phosphate-buffered saline [PBS]), 1 mg·kg^−1^·d^−1^ AngII, 10 mg·kg^−1^·d^−1^ losartan, or 14.4 mg·kg^−1^·d^−1^ (10 μg·kg^−1^·min^−1^) TRV023 were delivered by Alzet osmotic minipumps (Model 2ML4 or 2ML2) placed in a subcutaneous pouch under anesthesia with isoflurane. These doses were based on a previous study in rats with AngII and TRV023 (24). Osmotic pumps were implanted 2 weeks after MCT injection for a duration of 4 weeks for survival studies and 1 week after MCT injection for a duration of 2 weeks for histology and hemodynamic analyses.

### Hemodynamic analysis

For acute hemodynamic responses, the level of anesthesia was regulated by delivery of 3% isoflurane administered through a nose cone with 100% O_2_. Rats were placed on a servo-controlled heating table to maintain rectal temperature constant at 37°C. A midline skin incision was made to expose the trachea, carotid artery, and jugular vein. A pressure transducer–tipped curved 2-French catheter (SPR-513; Millar) was inserted into the right ventricle (RV) via right internal jugular vein access, a pressure-volume (PV) catheter was inserted into the aorta and left ventricle (LV) via the left carotid artery (SPR-869; Millar), and the left internal jugular vein was accessed for the administration of intravenous fluids and drugs. After obtaining vascular access, the animal was allowed to stabilize for 15 minutes before the beginning of the experimental protocol. Rats (n = 6) were infused with increasing doses of AngII or TRV023 followed by treatment with losartan. Dosages of AngII and TRV023 were determined based on previous studies (24,25). At 5-minute intervals, either increasing doses (1, 10, and 100 μg/kg) of AngII or increasing doses (10, 100 μg/kg, 1 mg/kg) of TRV023 were administered followed by treatment with 100 μg/kg losartan via the left internal jugular vein at a volume of 1 μL/g body weight (25-30 μL total volume) followed immediately by 30 μL of normal saline. Before the injection of vasoactive agents, each rat received an equivalent volume (55-60 μL, 2 μL/g body weight) of normal saline as a vehicle control. Peak rates of LV and RV pressure rise (dP/dtmax) and fall (dP/dtmin) were determined. RV and LV pressures were measured at end-diastole (EDRVP and EDLVP, respectively) and at peak-systole (RVPmax and LVPmax). After the procedure, the rats were euthanized by bilateral thoracotomy. Data were analyzed in LabChart (ADI Instruments).

For chronic hemodynamic responses, the open-chest approach for RV heart catheterization was performed as previously described (26). Rats were anesthetized with xylazine (2.5 mg/kg) and ketamine (10 mg/kg**).** A needle was inserted into the trachea to serve as endotracheal intubation, the cannula connected to a volume cycled rodent ventilator on normal air with a tidal volume of 1.2 mL and respiratory rate of 82/min. The conductance catheter tip was inserted through a stab wound on the apical RV free wall until all electrodes were inside the ventricle. RV preloads was altered by tightening a suture placed around the interior vena cava to perform RV PV loop recordings.

RV hypertrophy was quantified as the ratio of RV to body weight (RV/BW). Similarly, LV hypertrophy was determined as the ratio of LV and septal weight to body weight ([LV+S]/BW)*.* Measurements were performed by investigators blinded to the experimental groups.

### Immunofluorescence and morphometric analysis

Immunofluorescence and morphometric quantification were performed as previously reported (27). Briefly, lung tissues were paraffin-embedded and sectioned at 5 μm. Sections were incubated at 4°C with anti–Von Willebrand factor (1:200; Dako) and anti–α-smooth muscle actin (1:100; Sigma) antibodies in 10% goat norm serum in PBS overnight, followed by incubation with Alexa Fluor 488 goat anti-mouse or Alexa Fluor 594 goat anti-rabbit secondary antibody for 1 hour in the dark. Images were acquired using an LSM upright 780 confocal microscope. For the morphometric analyses, 10 random fields were examined for 20 to 80 μm muscular arteries. The external and internal media perimeters of muscular arteries were measured using ImageJ and external and internal media radii were calculated using r = perimeter/2π. The medial wall thickness was expressed as (external media radii – internal media radii)/external media radii. For costaining, lung tissues were paraffin-embedded and sectioned at 5 μm. Sections were incubated at 4°C with anti-Ki67 Alexa Fluor 488 (1:50; Cell Signaling) and anti–α-smooth muscle actin Cy3 (1:100; Sigma) antibodies in 10% normal goat serum in PBS overnight. DNA was stained with 4′,6-diamidino-2-phenylindole (DAPI). For the morphometric analyses, 10 random fields were examined for 50 to 100 μm muscular arteries. Using LAS X software costaining of Ki-67 with α-smooth muscle actin–positive cells to total number of cell ratios was determined in the pulmonary arteries. Quantifications were performed by investigators blinded to the experimental groups.

### Immunohistochemistry

Immunohistochemistry for lung tissues from MCT rats was performed by the Department of Pathology, Duke University Medical Center. Briefly, antigen was retrieved at 100°C for 20 minutes in pH 6.1 citrate buffer. Lung sections were stained for Ki-67 (RM-9106-S, 1:400; Thermo Scientific) and Cleaved Caspase-3 (9661s, 1:400; Cell Signaling Technology). To assess proliferative and apoptosis markers in pulmonary arteries of MCT rats treated with AngII or TRV023 or losartan, 5 random fields were examined for 50- to 80-μm arteries from 5 rats for each experimental group. Using ZEN lite software, Ki-67 and cleaved caspase-3 positive cells to total number of cell ratios were determined in the pulmonary arteries. Quantifications were performed by investigators blinded to the experimental groups.

### Human samples

Human pulmonary arterial smooth muscle cells (PASMCs) were isolated by culture from explanted lung tissue from confirmed subjects with PAH undergoing lung transplantation at Duke University Medical Center. The study protocol for human tissue donation was approved by the Institutional Review Board of Duke University Medical Center (Pro00044369) and written informed consent was obtained from each subject. Control PASMCs were obtained from human lung tissues from normal donor lungs at the Cleveland Clinic (gift of Drs Suzy Comhair and Serpil Erzurum) and from pooled primary cells from a commercial sources (Lonza).

Pulmonary arteries were minced and digested overnight in 30 mL of digesting solution (Hank’s Balanced Salt Solution, collagenase (0.1 mg/mL), DNase (0.1 mg/mL), HEPES (2.5 mL), penicillin/streptomycin (250 mg/mL), amphotericin B (0.625 mg/mL) and 1% anti-anti). Cells were then filtered using 100-μm pore nylon cell strainer and neutralized with 10 mL smooth muscle cell (SMC) growth media. Cells were centrifuged at 330*g* for 7 minutes and resuspended with SMC growth medium. Cells were cultured in SMC medium (310-500; Cell Applications) containing growth supplements (311-GS; Cell Applications), 1% anti-anti, and 1% penicillin/streptomycin.

### Bromodeoxyuridine proliferation assay

Cell proliferation was assessed by the Cell Proliferation Enzyme-Linked Immunosorbent Assay Bromodeoxyuridine (BrdU) kit (11647229001; Roche) according to the manufacturer’s instructions. Approximately 8,000 PASMCs were seeded in each well of a 96-well plate. At 60% to 70% confluence, cells were starved overnight and stimulation with 100 nM AngII for 24 hours and 1 μM TRV023 for 48 hours. BrdU was added to the cells during the last 6 to 8 hours of incubation. Cells were then fixed for 30 minutes and probed with anti-BrdU-POD antibody for 90 minutes followed by substrate development. The chemiluminescence was quantified by measuring the absorbance at 370 nm and 492 nm using a BioTek Synergy Neo 2 multi-mode reader.

### In vitro scratch assay

PASMCs were seeded on 24-well plates. At 80% to 90% confluency, cells were serum starved for 24 hours and scratches were made using a 20-μL pipette tip. Cells were washed with Dulbecco’s PBS (without calcium and magnesium) and stimulated with basal smooth muscle cell medium containing 1 μM AngII, 10 μM TRV023 with or without 10 μM losartan. The wound closure was monitored using a live-cell station Zeiss Axio Observer microscope (Duke Light Microscopy Core Facility). The images were captured hourly in real time from 0 to 12 hours. The initial edges of the scratch at 0 hour were marked and migrated distance at 12 hours was measured using MetaMorph Premier (Molecular Devices).

### Protein isolation and immunoblotting

Human PASMCs were serum starved for 24 hours and treated with increasing concentration of AngII or TRV023. The lysates were collected 10 and 20 minutes after treatment using 1X sodium dodecyl sulfate (SDS) buffer. The proteins were denatured at 100°C for 10 minutes. The lysates were stored at −20°C. Total proteins extracted with 1X SDS were separated by 10% SDS–polyacrylamide gel electrophoresis and transferred to nitrocellulose membranes (1620112; Bio-Rad). The membranes were blocked in 5% bovine serum albumin for 1 hour at room temperature and probed with primary antibodies, extracellular signal-regulated kinase (ERK) (06-182; Millipore Sigma), phospho-ERK (8201S; Cell Signaling), p38 (8690S; Cell Signaling), and phospho-p38 (4511S; Cell Signaling) at 4°C overnight. The membranes were incubated with secondary antibodies for 1 hour at room temperature. The blots were developed using SuperSignal West Pico PLUS Chemiluminescent Substrate (34580; Thermo Fisher Scientific) and captured by Bio-Rad ChemiDoc Imaging System. The data analysis was performed using ImageLab software (Bio-Rad).

### Next-generation sequencing (RNA sequencing)

Total RNA was extracted from approximately 10 mg of MCT rat lung tissues using the RNeasy Fibrous Tissue Mini Kit (74704; Qiagen) following the manufacturer’s instructions. Total RNA was submitted to Novogene Corporation, Inc., for quality analysis, RNA sequencing, and bioinformatics analysis. All RNA samples had RNA integrity numbers approximately 8 to 9. All qualified samples were processed for library construction followed by sequencing. Reads were aligned to the rat genome and differential gene expression analysis was obtained. The Database for Annotation, Visualization and Integrated Discovery (DAVID) v6.8 was used to analyze the signaling pathways using *Rattus norvegicus* as background.

### RNA isolation

The PASMCs isolated from patients with pulmonary hypertension (PH) were treated with 500 nM AngII and 5 μM TRV023 for 4 hours. The total RNA from PASMCs were isolated by using Qiagen RNeasy Plus Mini/Micro kit. The procedures were followed according to the manufacturer’s instructions. Finally, RNA was dissolved in diethylpyrocarbonate (DEPC) water and stored at −80°C. The quality and concentration of total RNA was measured by a NanoDrop spectrophotometer. Total RNA of 1 μg was reverse transcribed into complementary DNA (cDNA) using the Bio-Rad iScript cDNA synthesis kit according to the manufacturer’s instructions.

### Quantitative polymerase chain reaction

The cDNA was mixed with iTaqTM SYBR Green Supermix and the relevant primers. The human polymerase chain reaction (PCR) primers for 18S ribosomal RNA (rRNA), matrix metalloproteinase (MMP)-1, MMP-2, MMP-7, MMP-9, tissue inhibitor of metallopeptidases (TIMP)-1, TIMP-2, TIMP-3 and TIMP-4 are shown in Supplemental Table 1. The rat PCR primers for 18S rRNA, GDF15, Cxcl14, and Arpp19 are shown in Supplemental Table 2. The cDNA levels were measured using the Applied Biosystems 7300 Real-Time PCR System. The PCR was performed by initial incubation at 50°C for 2 minutes, denaturing at 95°C for 30 seconds, then 40 cycles of denaturing at 95°C for 15 seconds and annealing at 60°C for 1 minute. Data are expressed as the relative expression (fold change = 2−ΔΔCt) of each target gene compared with 18S rRNA.

### Statistics

All graphs and data generated in this study were analyzed using GraphPad Prism 8 Software. All quantitative data are presented as mean ± standard error of the mean (SEM). The statistical significance of differences was determined using Student’s 2-tailed *t*-test in 2 groups, and 1-way or 2-way analysis of variance along with ad hoc pairwise comparisons using Bonferroni's (select contrasts), Tukey's (all comparisons), or Sidak's (comparisons to a control) multiple comparison test. Survival curves were analyzed by the Kaplan-Meier method and compared by a log-rank test. A *P* value < 0.05 was considered statistically significant.

## Results

### Acute infusion of β-arrestin–biased AT_1_R agonist does not increase LV or RV pressure

On stimulation by the endogenous ligand AngII, AT_1_R activates both heterotrimeric G proteins and β-arrestin adapter proteins. Stimulation with the β-arrestin–biased agonist TRV023 has been reported to only robustly recruit β-arrestin in the absence of G protein activation, enhancing myocyte contractility but without promoting hypertrophy, as seen with AngII (24). Because AngII and TRV023 activate distinct signaling pathways through AT_1_R, we first set out to examine the physiological effects of AngII or TRV023 on LV and RV hemodynamics with acute infusion of drug in healthy Sprague-Dawley rats while monitoring their hemodynamics with simultaneous right and left heart catheterization. Acute infusion of AngII in normal rats increased both LV pressure and contractility (dP/dt), whereas TRV023 did not (Figures 1A and 1B). Similarly, AngII increased RV pressure, whereas TRV023 did not (Figure 1C), and neither drug had a significant effect on RV contractility (Figure 1D). Notably, neither AngII or TRV023 had a significant effect on LV filling pressure (data not shown). These findings are consistent with G protein–mediated AT_1_R signaling promoting both systemic and pulmonary vasoconstriction. Importantly, blocking both β-arrestin and G-protein–mediated AT_1_R signaling by the administration of losartan completely reversed AngII-induced elevated LV pressure.

**Figure 1:**
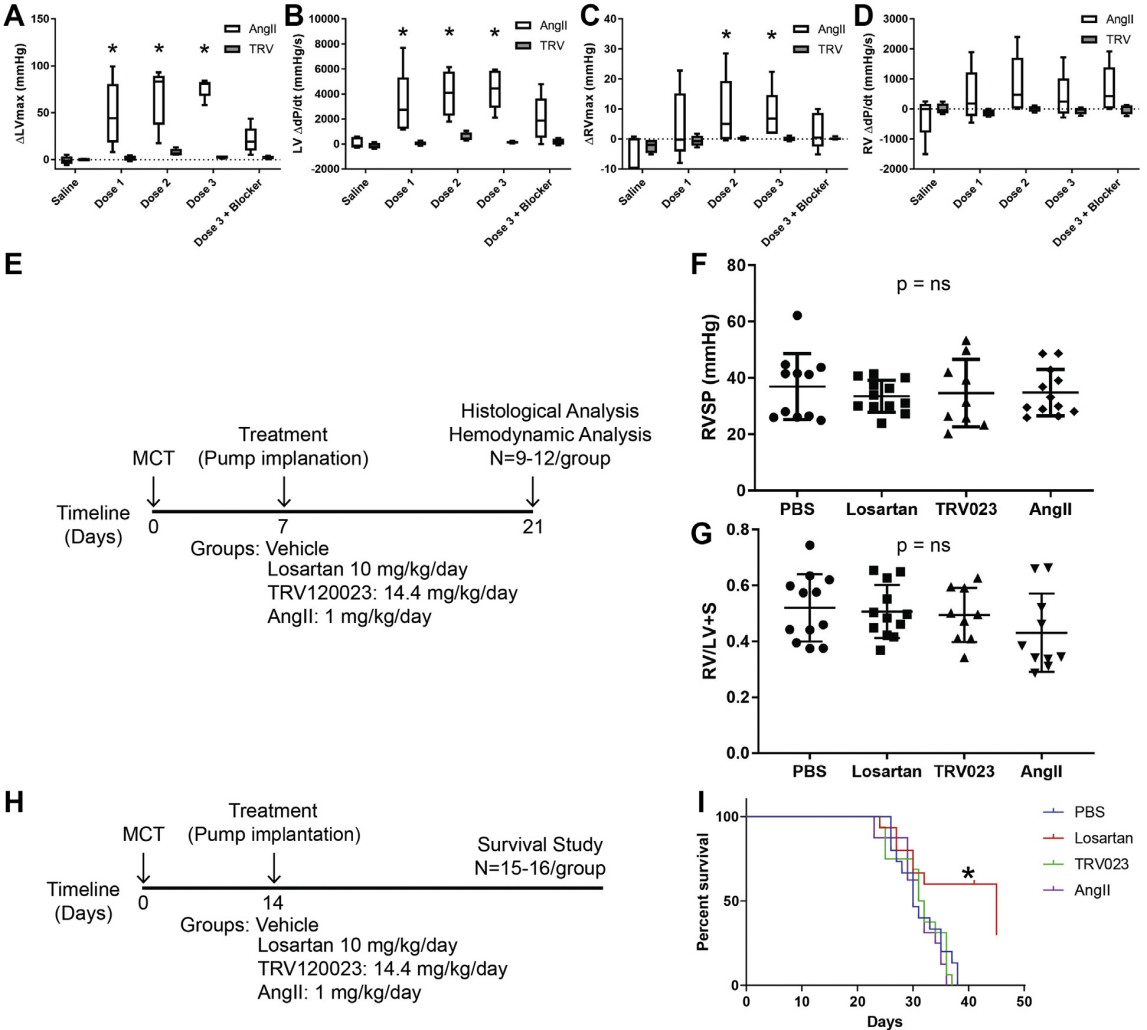
Hemodynamic Effects of Targeting AT_1_R With Acute or Chronic Infusions in Healthy and MCT PH Rats At 5-minute intervals, either increasing doses (1, 10, and 100 μg/kg) of AngII or increasing doses (10, 100 μg/kg, 1 mg/kg) of TRV023 were administered followed by treatment with 100 μg/kg losartan via the left internal jugular vein. Acute infusion of AngII in healthy Sprague-Dawley rats resulted in significant increases in left ventricular (LV) **(A)** pressure and **(B)** contractility (dP/dt – change in pressure over change in time), whereas TRV023 did not. AngII infusion also increased right ventricular (RV) **(C)** pressure but not **(D)** contractility, whereas TRV023 did not have a significant effect on either. “Blocker” denotes losartan. With chronic infusion in MCT PH rats, 1 week after MCT injection a **(E)** 2-week infusion of AngII, TRV023, losartan, or vehicle did not result in significant changes in **(F)** RV systolic pressure (RVSP) or **(G)** RV hypertrophy as assessed by Fulton index (RV mass/LV + septum (S) mass). Assessing survival by Kaplan-Meier in MCT PH rats **(H)**, 2 weeks after MCT injection **(I)** an infusion of losartan had a significant effect on survival, whereas the AngII, TRV023, and vehicle infusions had no effect. ∗*P* < 0.05. AngII = angiotensin II; AT_1_R = angiotensin II type 1 receptor; MCT = monocrotaline; PH = pulmonary hypertension; TRV023 = TRV120023.

### β-arrestin–mediated AT_1_R activation does not improve hemodynamics in PAH rats in chronic infusion

To determine how β-arrestin–biased AT_1_R signaling affects hemodynamics in PAH, we treated MCT PAH rats 1 week after MCT injection with minipumps of PBS, AngII, TRV023, or losartan for 2 weeks followed by an analysis of hemodynamics with RV PV loop analysis (Figure 1E). At this time point after MCT treatment, we would expect the rats to demonstrate pulmonary vascular pathology with compensated cardiac function without significant mortality (28). In contrast to acute infusion, chronic treatment of MCT PAH rats with TRV023 or losartan did not result in any significant improvement in RV systolic pressure compared with either PBS or AngII treatment (Figure 1F). Similarly, there were no significant differences in most hemodynamic parameters from PV loop analysis (Supplemental Figure 1). Since there was no effect of chronic infusion of AngII, TRV023, or losartan on RV hemodynamics in MCT PAH rats, we next assessed RV and LV hypertrophy. We found that LV hypertrophy was increased in rats that received TRV023 or AngII compared with losartan (Supplemental Figure 2), consistent with the significant effect of AngII on LV hemodynamics, whereas there were no differences in RV hypertrophy among treatment groups (Figure 1G). Although this was largely consistent with previous studies demonstrating no significant hemodynamic benefit of AT_1_R antagonism in MCT PAH (4), it suggested that the previously described beneficial effects of AT_1_R antagonism in PAH were not directly mediated through an improvement in RV hemodynamics.

### Blocking both β-arrestin and G protein–mediated AT1R signaling improves survival in MCT PAH

The MCT PAH model in rats is characterized by approximately 70% mortality 4 weeks after treatment with MCT (29). To determine whether β-arrestin–mediated AT_1_R activation had beneficial effects on survival, rats were injected with MCT to induce PAH, and after 2 weeks minipumps were implanted for treatment with AngII, TRV023, or losartan for up to 4 weeks via minipump (Figure 1H). Compared with the vehicle-treated group, losartan treatment markedly improved survival compared with AngII, TRV023, and PBS (Figure 1I). Notably, AngII treatment did not worsen survival relative to PBS, which may be due to high levels of AT_1_R activation in vehicle conditions from higher levels of circulating AngII, as has been observed in patients with PAH (4). These results demonstrate that antagonizing both β-arrestin and G protein–dependent AT_1_R signaling is beneficial in PAH, but the selective inhibition of G protein–dependent signaling with a β-arrestin–biased agonist (TRV023) did not improve hemodynamics or outcomes in PAH. This suggests that β-arrestin–mediated AT_1_R signaling contributes to PAH pathology.

### β-arrestin–mediated AT_1_R signaling stimulates cell proliferation in vivo

As we did not observe significant hemodynamic changes between groups, although there was a significant difference in survival, we next examined the pathology of lungs in MCT PAH rats treated with AngII, TRV023, losartan, and PBS. Consistent with no changes in the measured RV hemodynamics, there were no significant differences in the medial wall thickness of small pulmonary arteries in rats treated with PBS, AngII, TRV023, or losartan (Figures 2A and 2B); however, Ki-67–positive cells in vascular walls were significantly increased in rats that received TRV023 compared with PBS or losartan (Figures 2C and 2D). Moreover, AngII infusion significantly increased proapoptotic activity as assessed by cleaved caspase-3 staining compared with control, but not compared with TRV023, which may partially explain why AngII infusion did not increase the number of Ki-67–positive cells (Figures 2E and 2F). The increased Ki-67 signal in smooth muscle cells was also demonstrated by immunofluorescence, demonstrating colocalization of Ki-67 with α-smooth muscle cell actin in the AngII- and TRV023-treated conditions, although Ki-67 levels were more significantly increased in the TRV023- compared with AngII-treated samples (Figures 2G and 2H). Colocalization of Ki-67 with SMA was confirmed in single channel images for each replicate (Supplemental Figure 3). Taken together, these findings suggest that β-arrestin–mediated AT_1_R signaling by TRV023 promotes specific aspects of adverse pulmonary vascular remodeling through stimulating cell proliferation, whereas the effects of AngII predominantly affect apoptosis.

**Figure 2:**
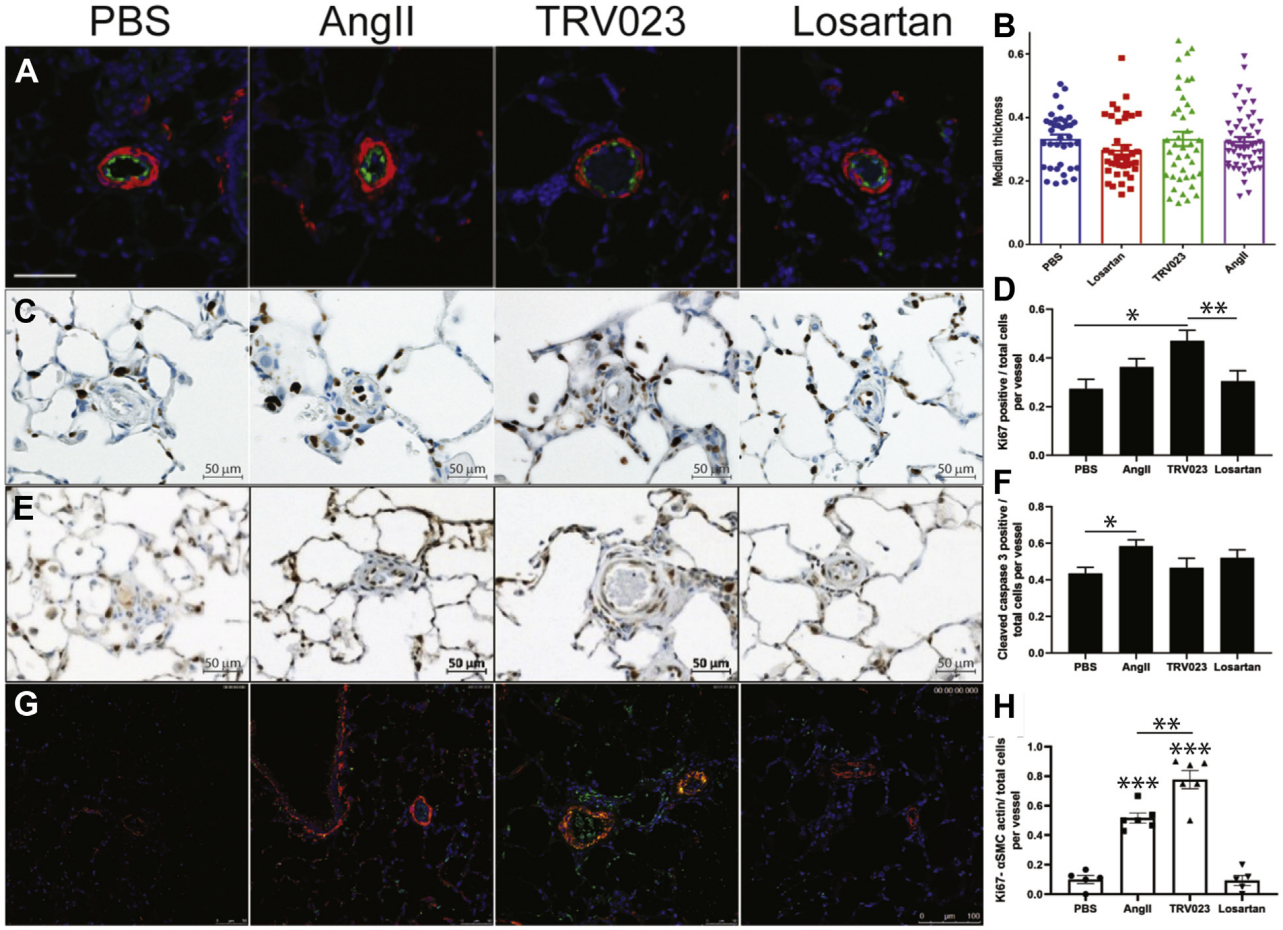
Effect of TRV023 on Cellular Proliferation in the Lungs of MCT Rats Lungs from MCT rats treated with AngII, TRV023, losartan, or vehicle were inflation-fixed in 10% formalin, paraffin-embedded, and then sectioned for staining. **(A)** Endothelial cell staining with vWF **(green)** and α-smooth muscle cell actin **(red)** demonstrated **(B)** no significant differences in gross pulmonary vascular remodeling. For immunohistochemical staining with Ki-67 and cleaved caspase-3, the number of Ki-67/cleaved caspase-3–positive **(brown)** and Ki-67/cleaved caspase-3–negative cells **(blue)** were counted in pulmonary arteries and the ratio of positive/total cells was calculated. Representative micrographs showing that **(C)** Ki-67 and **(E)** cleaved caspase-3–positive cells were stained in **brown** and the negative cells in **blue**. Quantitative assessment of **(D)** Ki-67– and **(F)** cleaved caspase-3–positive cells from MCT rats. n = 5 rats for each group. N = 5 PA for each rat. Each bar represents mean ± SEM (n = 25). ∗*P* < 0.05; ∗∗*P* < 0.01. Scale = 50 μm. **(G)** Immunofluorescence demonstrating colocalization of Ki-67 **(green)** and α-smooth muscle actin **(red)** along with 4′,6-diamidino-2-phenylindole (DAPI) **(blue)** in AngII- and TRV023-treated samples. **(H)** Assessment of Ki-67 signal with α-smooth muscle cell actin. ∗∗∗*P* < 0.001 from PBS- and losartan-treated samples. ∗∗*P* < 0.01 between TRV023- and AngII-treated samples. αSMC = α-smooth muscle cell; PBS = phosphate-buffered saline; vWF = von Willebrand factor; other abbreviations as in Figure 1.

### ANGII and TRV023 activate transcriptional programs for pulmonary vascular remodeling

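Lung RNA was sequenced from 12 MCT rats, with 3 rats in each of 4 groups and a separate library for each rat. The groups received PBS vehicle, AngII at 1 mg/kg/day, TRV023 at 14.4 mg/kg/day or losartan at 10 mg/kg/day after MCT at 60 mg/kg. For histology and hemodynamics the infusion began 1 week after MCT and lasted 2 weeks, and no other time is stated for the sequenced lungs. Replicates are named here by group and animal number, as in Veh_923 or Ang2_931. The authors had the total RNA sequenced by a company, aligned the reads to the rat genome and obtained differential expression. The aligner, counting tool, genome build and annotation release are not given in the sources used here. The deposited tables, 1 per drug, hold whole read counts and FPKM per gene for the 3 drug libraries and the 3 vehicle libraries, with identical vehicle counts in all 3 tables. Each table lists only genes with at least 1 read in its drug group. Counted reads per library had a median of 19955169 in vehicle (range 19281315 to 20082784), 18733428 in AngII (17240865 to 18744724), 18770986 in TRV023 (16106337 to 20096877) and 19485387 in losartan (17192919 to 19792739). Mt-co1, a mitochondrial subunit of cytochrome c oxidase, was the most abundant gene in each of the 12 libraries. Each drug group was compared with vehicle in edgeR with TMM normalization, and genes with an adjusted p under 0.05 were called. The 36 gene lists described at the conclusions, 18 of processes and 18 of cell types, were tested with camera at a preset inter-gene correlation of 0.01. The lists, the rule for the genes named, the main tests and most alternatives were set before the data were examined.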

To identify the signaling pathways that may underlie disease progression in AT_1_R ligand–treated rats, we performed lung transcriptome analysis from MCT rats treated with AngII, TRV023, losartan, and PBS with RNA sequencing. Comparing drug-treated with vehicle-treated groups, only 3 genes were differentially regulated between vehicle and losartan, compared with 93 genes differentially regulated between vehicle and TRV023, and 195 genes differentially regulated between vehicle and AngII (Figure 3A). 

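RT1-CE16, a class I major histocompatibility complex gene, fell in the lungs of AngII-treated and TRV023-treated rats. Its level was 146 ± 72.6 FPKM in vehicle (mean ± SD, n = 3 per group), 3.15 ± 0.916 FPKM with AngII and 2.94 ± 0.359 FPKM with TRV023. The log2 fold changes were -5.40 (SE 0.402, edgeR adjusted p = 0.00658) and -5.63 (SE 0.382, edgeR adjusted p = 0.00573), with all 3 drug libraries below all 3 vehicle libraries in both comparisons. In the losartan group, replicate Los_964 had 198 FPKM, whereas Los_925 had 3.76 FPKM and Los_965 had 3.73 FPKM. AY172581.9, a ribosomal RNA gene of the mitochondrial genome that was chosen after its values were seen, rose from 470 ± 72.1 FPKM in vehicle to 1230 ± 35.9 FPKM with AngII, by 1.52 on the log2 scale (SE 0.151, edgeR adjusted p = 0.0347). The share of counts from the mitochondrial genome was 9.63% to 12.3% in the AngII libraries and 5.65% to 7.55% in the vehicle libraries.

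These were the only genes called by edgeR: 2 of 15059 tested genes for AngII, 1 of 15193 for TRV023 and 0 of 15156 for losartan. At an unadjusted p under 0.05 the counts were 1796, 845 and 250. DESeq2 called 204 genes (152 higher) for AngII, 110 genes (42 higher) for TRV023 and 6 genes (3 higher) for losartan, limma-voom called 1, 0 and 0, and limma on log2(FPKM + 1) called 1, 2 and 0. For losartan the 3 genes called in the deposited table, chosen here after their values were seen, were all higher. LOC100911372 was at 142 ± 13.6 FPKM against 29.3 ± 10.2 in vehicle, LOC102556337 at 13.5 ± 1.56 against 1.34 ± 0.589, and Rps19, a protein of the small ribosomal subunit, at 331 ± 29.4 against 190 ± 14. LOC100911372 was also at 130 FPKM in Ang2_933, 199 in Trv_918 and 122 in Trv_930, LOC102556337 at 17.4 in Ang2_931, 15 in Ang2_933 and 10.6 in Trv_918, and Rps19 at 310 to 327 in the AngII libraries and 286 in Trv_918. Their losartan edgeR adjusted p values were 0.272, 0.111 and 1.

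Single libraries moved these counts. The edgeR count for AngII was 0 without Ang2_931 or without Ang2_933, 1 without Veh_924 or without Veh_963 and 3 without Ang2_922, and for TRV023 it was 0 without Trv_917 or without Trv_918 and 3 without Veh_924, without Veh_963 or without Trv_930. For losartan it was 1 without Veh_924 and 1 without Los_925. The DESeq2 count for AngII was 69 without Ang2_931, 108 without Ang2_933 and 1308 without Ang2_922, for TRV023 it was 67 without Veh_924, 69 without Trv_917 and 254 without Veh_963, and for losartan it was 54 without Los_925, 22 without Veh_924, 19 without Los_964 and 13 without Veh_963. The call of AY172581.9 was lost without any 1 of the 6 libraries. It was also lost with library totals, with the gene length trend of each library removed and by limma on log2(FPKM + 1). It passed in 6 of 17 settings, with adjusted p values up to 0.259. The call was also lost for RT1-CE16, AngII vs Vehicle, without Ang2_931 (edgeR adjusted p = 0.115) or Ang2_933 (0.134), and for RT1-CE16, TRV023 vs Vehicle, without Trv_917 (0.0703) or Trv_918 (0.112). RT1-CE16 was not called with either drug by limma-voom or with all 4 groups in a single fit. It passed in 13 of 17 settings with each drug, with adjusted p values up to 0.317 for AngII and 0.783 for TRV023.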

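Mitotic cell cycle genes, whose products build the spindle and take cells through division, fell in the lungs of TRV023-treated rats, with a median log2 fold change of -1.13 over 60 measured genes (n = 3 rats per group). Of these 60 genes, 53 were lower and 0 higher with p adjusted over the list alone. Over all genes tested, 0 passed in edgeR, where 54 were lower at an unadjusted p under 0.05, and 25 passed in DESeq2. Prc1, which bundles spindle microtubules, was at -1.16 (SE 0.127), and Tpx2, a spindle assembly factor, was at -1.21 (SE 0.185). The DNA replication genes had a median of -0.45 over 38 genes, of which 3 were lower adjusted over the list alone. Leaving out each library, this median lay between -0.611 and -0.375. The groups overlapped in the mean log2 CPM of the replication list, relative to the 12 libraries. Veh_963 at -0.188 lay below Trv_930 at -0.18, whereas Veh_923 and Veh_924 lay above all 3 TRV023 libraries. Los_964, at -0.447, lay below all 3 TRV023 libraries. Uhrf1, which maintains DNA methylation, was at -1.35 (SE 0.295), and Mcm5, part of the replicative helicase, was at -0.96 (SE 0.219). In camera the adjusted p was 1.52e-59 for the mitotic genes (adjusted p = 0.567 with an estimated correlation) and 1.99e-14 for the replication genes (adjusted p = 0.76 with an estimated correlation). Neutrophil markers were higher in these same TRV023 libraries, with a median of 0.97 over 15 genes (camera adjusted p = 2.91e-07; adjusted p = 0.567 with an estimated correlation).

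Other cell type lists also passed in camera with TRV023. Mesothelial cell markers had a median of -0.62 (camera adjusted p = 0.000242), B and plasma cell markers -0.47 (0.00357) and alveolar type 2 cell markers -0.41 (0.00323), whereas club and secretory cell markers had a median of 0.48 (0.00264), mast cell markers 0.12 (0.0357) and macrophage markers 0.23 (1.23e-05). With an estimated correlation the adjusted p was 0.567 for the macrophage markers, 0.76 for the mesothelial and club cell markers and 0.82 for the others. Adjusted over the list alone, 0 of 10 mesothelial, 0 of 14 B and plasma and 0 of 12 alveolar type 2 cell genes passed (3, 1 and 1 lower at an unadjusted edgeR p under 0.05, 0 called by DESeq2), and 1 of 12 club and secretory (higher), 3 of 14 mast (2 higher, 1 lower) and 2 of 24 macrophage genes (higher) passed. The call was lost for B and plasma cell, TRV023 vs Vehicle, without Veh_963 (median -0.0924) or Trv_917 (-0.192), for alveolar type 2 cell, TRV023 vs Vehicle, without Veh_923 (-0.141) or Trv_930 (-0.265), for club and secretory cell, TRV023 vs Vehicle, without Veh_924 (0.182), and for mast cell, TRV023 vs Vehicle, without Veh_923 (0.0344), Veh_963 (-0.043), Trv_917 (0.224), Trv_918 (0.0164) or Trv_930 (0.0935). In the same order these medians were also -0.762 without Trv_918, -0.711 without Veh_924, 0.872 without Veh_963 and 0.306 without Veh_923, and 0.401 without Veh_924. The smooth muscle contractile genes also passed in camera, at medians of -0.392 with TRV023 (adjusted p = 0.032) and -0.414 with AngII (0.0357). Leaving out each library, these 2 medians reached 0.126 and 0.0959. The extracellular matrix genes had a median of -0.252 with AngII (camera adjusted p = 0.00493), -0.242 with losartan (4.5e-05) and -0.0833 with TRV023 (0.186). With an estimated correlation the adjusted p was 0.82 for the smooth muscle list and at least 0.599 for the matrix list.

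The 13 protein genes of the mitochondrial genome, which encode respiratory chain subunits, rose in the lungs of AngII-treated rats, with a median of 0.87, and all 13 were higher adjusted over the list alone. Mt-atp8, a subunit of ATP synthase, was at 1.4 (SE 0.207), and ND3, a subunit of complex I, was at 0.92 (SE 0.18). The camera adjusted p was 2.07e-17 (adjusted p = 0.599 with an estimated correlation). The nuclear genes of complex I had a median of 0.30 over 31 genes (camera adjusted p = 7.86e-08; adjusted p = 0.76 with an estimated correlation), with Ndufa13 at 0.73 (SE 0.171) and Ndufc1 at 0.52 (SE 0.139). Those of complexes II to V had a median of 0.28 over 40 genes (camera adjusted p = 2.32e-08; adjusted p = 0.76 with an estimated correlation), with Atp5h at 0.46 (SE 0.131) and Cox8a at 0.39 (SE 0.117). Of these nuclear genes 0 of 31 and 0 of 40 passed adjusted over the list alone, and 0 passed over all genes in edgeR, where 14 and 17 were higher at an unadjusted p under 0.05. DESeq2 called 1 and 0 of them. The cytosolic ribosomal protein genes had a median of 0.39 over 85 genes (camera adjusted p = 9.79e-20; adjusted p = 0.76 with an estimated correlation), of which 1, Rps19 at 0.89 (SE 0.113), was higher adjusted over the list alone. Rpl17, of the large ribosomal subunit, was at 0.91 (SE 0.231).

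The median share of mitochondrial counts was 12.1% with AngII, 6.52% in vehicle, 4.58% with TRV023 and 7.37% with losartan. The losartan libraries ran from 5.11% to 10%, and Ang2_922 was at 9.63%. Across genes, which are not independent replicates, the AngII log2 fold change fell with gene length (rho = -0.25), and the ribosomal and respiratory genes are short. With this length trend removed, an alternative chosen after seeing the data, the AngII medians were 0.757 for the mitochondrial genome, 0.211 for the ribosomal proteins, 0.133 for complex I and 0.116 for complexes II to V. Ciliated cell markers had a median of -1.40 in the same AngII libraries (camera adjusted p = 2.39e-08; adjusted p = 0.76 with an estimated correlation). The mitotic genes had a median of -0.32 with AngII (camera adjusted p = 6.72e-06; adjusted p = 0.82 with an estimated correlation) and the mitochondrial genes had a median of -0.30 with TRV023 (camera adjusted p = 1.76e-05; adjusted p = 0.796 with an estimated correlation). The median for ciliated cell, AngII vs Vehicle, was -0.878 without Veh_963 and -2.12 without Ang2_922, for mitotic cell cycle, AngII vs Vehicle, it was -0.203 without Ang2_931 and -0.501 without Ang2_933, and for mitochondrial genome protein genes, TRV023 vs Vehicle, it was -0.188 without Trv_918 and -0.571 without Trv_930. Other cell type lists that passed with AngII were macrophage (median 0.42, camera adjusted p = 6.44e-07), mast cell (0.44, 1.76e-05), B and plasma cell (0.41, 0.00215), neutrophil (0.63, 0.00419), platelet and megakaryocyte (0.83, 0.00486) and T and NK cell markers (0.29, 0.0111), with 4 of 24, 3 of 15, 0 of 14, 0 of 15, 0 of 13 and 0 of 18 genes past adjusted over the list alone in edgeR (adjusted p = 0.567 to 0.811 for the lists with an estimated correlation). In the last 4 of these lists 2, 1, 1 and 3 genes were at an unadjusted p under 0.05 and DESeq2 called 0, 0, 1 and 0. The call was lost for B and plasma cell, AngII vs Vehicle, without Veh_924 (median 0.155), for platelet and megakaryocyte, AngII vs Vehicle, without Veh_923 (0.519) or Ang2_933 (0.386), and for T and NK cell, AngII vs Vehicle, without Veh_923 (0.209) or Ang2_922 (0.311), and the median was 1.03 without Veh_963 for the B and plasma cells, 1.27 without Veh_924 for the platelets, 0.282 without Ang2_922 for mast cell, AngII vs Vehicle, and 0.403 without Veh_923 for neutrophil, AngII vs Vehicle. No list passed in any comparison with an estimated correlation, or with fry. At the preset correlation 15, 16 and 16 of 35 lists passed for AngII, TRV023 and losartan against vehicle. In other splits of the same libraries into 3 and 3 the medians were 15, 15 and 17 lists. Among the genes called in the deposited tables, which are not independent evidence, 24 of the 57 lower with TRV023 were mitotic (0.227 expected; Fisher's exact test, one-sided, adjusted p = 1.27e-42), and 13 of the 150 higher with AngII were the mitochondrial protein genes (0.139 expected; adjusted p = 1.01e-24 by the same exact test).

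**Figure D1:**
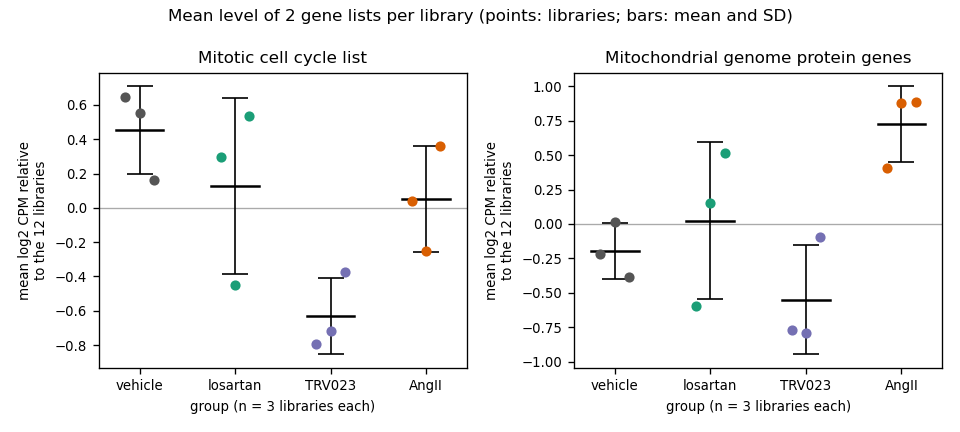
Mean log2 CPM (scaled with TMM) of the mitotic cell cycle genes and of the mitochondrial genome protein genes in each library, relative to the mean of the 12 libraries, by group. Each point is a library. For the mitotic genes the TRV023 libraries lie between -0.795 and -0.376 and the vehicle libraries between 0.164 and 0.644.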

We performed gene ontology enrichment to identify specific cellular processes associated with these differentially regulated genes, which were consistent with TRV023 and AngII promoting changes in cell proliferation and cell energetics, respectively (Figure 3B). Only 13 differentially expressed transcripts were shared between the AngII and TRV023 groups (Figure 3C), although hierarchical clustering of the differentially expressed genes demonstrated that the AngII and TRV023 groups were more similar to each other than to the losartan and vehicle groups (Figure 3D). 

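The 13 genes called in the deposited tables for both AngII and TRV023 were 9 higher and 4 lower genes, each in the same direction with both drugs. Besides Trem2 and Gdf15, the higher genes held Tpsb2, a mast cell tryptase, Pf4, a platelet chemokine, Hp, which binds free hemoglobin, Cfd, a complement protease, and Cd300a, an inhibitory receptor of leukocytes. Against vehicle (n = 3 rats per group), Tpsb2 was at 0.73 (SE 0.18) on the log2 scale with AngII and 0.86 (SE 0.17) with TRV023, Pf4 at 0.83 (SE 0.22) and 0.85 (SE 0.20), Hp at 0.57 (SE 0.12) and 0.88 (SE 0.18), Cfd at 1.11 (SE 0.33) and 0.99 (SE 0.27), and Cd300a at 0.76 (SE 0.18) and 0.84 (SE 0.13). The other higher genes were RGD1561306, at 27.9 ± 0.451 and 32.3 ± 2.96 FPKM against 15.7 ± 0.459 in vehicle, and Hiat1, at 2.36 ± 0.52 and 3.88 ± 2.98 FPKM against 0.72 ± 0.294. Besides Cxcl14 and Arpp19, the lower genes were Fam131a, at 0.388 ± 0.0419 and 0.267 ± 0.111 FPKM against 2.57 ± 1.6 in vehicle, and AABR06010763.1, at 0.0787 ± 0.0385 and 0.161 ± 0.0582 FPKM against 1.71 ± 0.834. With losartan RGD1561306 was at 14.1 ± 1.25 FPKM, Hiat1 at 1.93 ± 0.859, Fam131a at 1.64 ± 1.5 and AABR06010763.1 at 0.231 ± 0.365, and the 3 losartan libraries lay above all vehicle libraries for Hiat1 and below them for AABR06010763.1. For Hiat1 with TRV023, Trv_930 at 0.685 FPKM lay below Veh_923 at 0.902 and Veh_963 at 0.878. In edgeR the adjusted p values of the 13 genes were 0.238 to 0.347 for AngII and 0.278 to 0.696 for TRV023, with 13 of 13 at an unadjusted p under 0.05 in both comparisons. All 13 were called by DESeq2 in both comparisons.

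By edgeR, RT1-CE16 was the 1 gene called with both drugs, and it was not called with both without Ang2_931, Ang2_933, Trv_917 or Trv_918. DESeq2 called 16 genes with both, 9 higher and 7 lower, where independent lists would share 0.359 and 0.205, and this count was 5 without Ang2_931 (2 higher, 3 lower), 10 without Ang2_933 (6 higher, 4 lower), 27 without Trv_930 (12 higher, 8 lower, 7 in opposite directions) and 30 without Veh_963 (19 higher, 11 lower). Both comparisons use the same 3 vehicle libraries, and in 20 simulations of unchanged groups compared with shared controls DESeq2 called a mean of 3 and at most 6 genes in both. Those simulated groups had a mean of 23.9 and 25 calls, fewer than the 204 and 110 here.

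In the clustering of group means, each gene scaled over the 4 groups, the 277 genes called in the deposited tables placed losartan and vehicle closest, at a Euclidean distance of 13.1. TRV023 lay 18.8 from losartan, 23.6 from vehicle and 26.5 from AngII, whereas AngII lay 24.7 from losartan and 30.5 from vehicle. With complete linkage AngII joined last. The AngII to TRV023 distance was 1.09 times the mean of the 4 distances from these groups to losartan and vehicle, and in random sets of 277 genes this ratio had a median of 1.09 (range of 95 percent of sets, 1.03 to 1.15). With 1 minus the Pearson correlation as the distance, a setting chosen for these genes after seeing the data, the ratio was 0.812 and the tree split AngII and TRV023 from losartan and vehicle. Over the 2 genes called by edgeR, the planned set, the ratio was 0.721, with losartan and TRV023 the closest pair. Over those 2 genes the closest pair was AngII and TRV023 without Trv_918, and losartan and vehicle without Los_925 or without Los_965.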

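AngII and TRV023 are peptides of 8 residues that differ at 3 positions: position 1 is Asp in AngII and Sar in TRV023, position 5 is Ile and Lys, and position 8 is Phe and Ala. Their doses also differed, so the contrast between them is of 2 treatments and not of 2 structures at a matched dose. The 13 mitochondrial protein genes were higher with AngII than with TRV023 by a median of 1.23 on the log2 scale, all 13 of them adjusted over the list alone (camera adjusted p = 4.28e-20; adjusted p = 0.433 with an estimated correlation). The mitotic genes were higher with AngII by a median of 0.73 over 61 genes, 7 of them adjusted over the list alone (camera adjusted p = 5.28e-15; adjusted p = 0.433 with an estimated correlation). The ciliated cell markers were lower with AngII by a median of -1.60 over 18 genes, 13 of them adjusted over the list alone (camera adjusted p = 1.17e-11; adjusted p = 0.433 with an estimated correlation). Other cell type lists also passed in camera. The median was 0.882 for B and plasma (adjusted p = 3.41e-06) and 0.404 for T and NK cell markers (0.000994). It was 0.455 for alveolar type 2 (0.00198), 1.19 for platelet and megakaryocyte (0.00251) and 0.697 for skeletal muscle markers (0.00601). Club and secretory markers had a median of -0.782 (0.000246) and alveolar type 1 markers -0.362 (0.0231). With an estimated correlation the adjusted p of these lists was 0.433 to 0.577. For 4 genes that the paper plots the intervals of the difference included 0: Trem2 differed by 0.34 (95% CI -0.29 to 0.97), Gdf15 by -0.04 (-0.48 to 0.41), Cxcl14 by 0.81 (-0.09 to 1.71) and Arpp19 by 0.05 (-1.26 to 1.35). Tested with all 12 libraries in a single fit, 0 genes differed between AngII and TRV023 in edgeR, where 1701 had an unadjusted p under 0.05, and 217 differed in DESeq2, 88 of them higher with AngII.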

To identify the underlying pathways common to the 13 genes that were regulated in common in the AngII and TRV023 groups, we used the DAVID bioinformatics database and PANTHER analysis. Among those 13 genes that were regulated in common between AngII and TRV023 (Figure 3E), these cell signaling pathway enrichment analysis tools revealed upregulation of transcripts in AngII and TRV023 MCT lungs that are known to be regulated by mitogen-activated protein kinase (MAPK) signaling cascade, including triggering receptor expressed on myeloid cells 2 (Trem2) (30) and growth differentiation factor 15 (Gdf15) (31,32) (Figure 3F). 

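Trem2, a lipid-sensing receptor of macrophages, averaged 38.2 ± 13.1 FPKM in vehicle, 90.5 ± 33.6 FPKM with AngII, 79.5 ± 6.2 FPKM with TRV023 and 42 ± 9.58 FPKM with losartan (mean ± SD, n = 3 rats per group). Gdf15, a stress-induced cytokine, averaged 34.1 ± 4.57 FPKM in vehicle, 56.6 ± 3.47 FPKM with AngII, 64.1 ± 11.7 FPKM with TRV023 and 43.4 ± 9.18 FPKM with losartan. For both genes the 3 AngII libraries and the 3 TRV023 libraries lay above all 3 vehicle libraries. Against vehicle, Trem2 was at 1.39 (SE 0.322) on the log2 scale with AngII and 1.06 (SE 0.24) with TRV023, and Gdf15 was at 0.87 (SE 0.151) and 0.91 (SE 0.171). None of these passed in edgeR (adjusted p = 0.295 and 0.499 for Trem2, 0.263 and 0.367 for Gdf15). In DESeq2 all 4 passed (adjusted p = 0.00259 and 0.0071 for Trem2, 0.000805 and 0.00321 for Gdf15), and over the other settings tried the adjusted p reached 0.728 with AngII and 1 for Trem2 and 0.989 for Gdf15 with TRV023. Each exact two-sided permutation test of FPKM gave p = 0.1, the smallest that 3 against 3 rats allow.

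The macrophage markers, a list that holds Trem2, were higher as a list with both drugs. With AngII their median was 0.42 over 24 genes, 4 of them higher adjusted over the list alone (camera adjusted p = 6.44e-07; adjusted p = 0.567 with an estimated correlation), and Fabp4, a fatty acid carrier, was at 0.82 (SE 0.208). With TRV023 the median was 0.23, with 2 of 24 genes higher adjusted over the list alone (camera adjusted p = 1.23e-05; adjusted p = 0.567 with an estimated correlation), and Cd163, a scavenger receptor for hemoglobin, was at 1.95 (SE 0.326). The integrated stress response genes, a list that holds Gdf15, had a median of 0.24 with AngII (camera adjusted p = 0.00215; adjusted p = 0.76 with an estimated correlation) and 0.21 with TRV023 (camera adjusted p = 0.00965; adjusted p = 0.76 with an estimated correlation). Of their 19 genes, 2 were higher with AngII and 1 with TRV023 adjusted over the list alone, and Cebpb, a transcription factor, was at 0.85 (SE 0.216) and 0.58 (SE 0.17). The median for integrated stress response, AngII vs Vehicle, was 0.139 without Ang2_931. The call for the integrated stress response, TRV023 vs Vehicle, was lost without Trv_917 (median 0.136, adjusted p = 0.145) or without Veh_963 (median 0.225, adjusted p = 0.0633). The study picked Trem2 and Gdf15 from these libraries, so their membership is not independent evidence for either list.

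**Figure D2:**
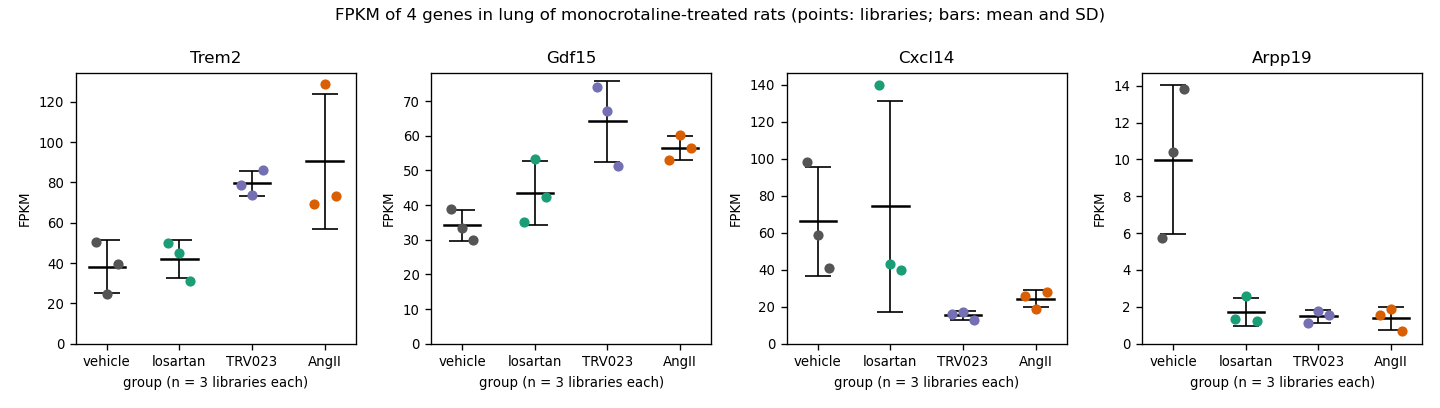
FPKM of Trem2, Gdf15, Cxcl14 and Arpp19 in each of the 12 lung libraries, by group. Points are libraries, and bars show the mean and SD of 3 rats. Trem2 and Gdf15 lie above vehicle in all AngII and TRV023 libraries, whereas Cxcl14 lies below it, and Arpp19 lies below it in all 3 drug groups.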

The RNA-sequencing findings were confirmed with quantitative PCR for 3 of these markers (Supplemental Figure 4). Activation/phosphorylation of MAPK isotypes, such as ERKs, MAPK 14 (p-38), and MAPK 8 (JNK), are known to regulate in vascular smooth muscle cell proliferation, extracellular matrix production, and migration (33, 34, 35). In our transcriptome analysis we also found a phosphatase inhibitor, cAMP-regulated phosphoprotein 19 (Arpp19) that is downregulated in both Angiotensin-2 and TRV023 MCT rat lungs (Figure 3F).

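Arpp19, an inhibitor of protein phosphatase 2A during mitosis, averaged 9.99 ± 4.04 FPKM in vehicle, 1.38 ± 0.625 FPKM with AngII and 1.48 ± 0.341 FPKM with TRV023 (mean ± SD, n = 3 rats per group). It was also low with losartan, at 1.71 ± 0.752 FPKM. The log2 fold changes against vehicle were -2.70 (SE 0.593) with AngII, -2.74 (SE 0.483) with TRV023 and -2.47 (SE 0.565) with losartan, and in each drug group all 3 libraries lay below all 3 vehicle libraries. None passed in edgeR (adjusted p = 0.295, 0.361 and 1). In DESeq2 the adjusted p was 0.00814 for AngII, 0.00112 for TRV023 and 0.0835 for losartan, and over the other settings tried it reached 0.728, 0.989 and 1. The exact two-sided permutation p was 0.1 for each drug.

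The gene model that carries the name Arpp19 in the deposited tables spans 339 bases on chromosome 8 (118444306 to 118444644), between Prss42 and Prss46. In the GRCr8 assembly Arpp19 lies between Atosa and Myo5a, and a pseudogene of 339 bases, LOC100360828, lies between Prss44-ps1 and Prss45. In the deposited tables the model next to Fam214a on chromosome 8, AABR06055804.1 (81566087 to 81585228), averaged 78.7 ± 2.78 FPKM in vehicle, 100 ± 12.1 FPKM with AngII, 91.7 ± 2.8 FPKM with TRV023 and 98.9 ± 6.68 FPKM with losartan. Its log2 fold changes were 0.49 (95% CI 0.15 to 0.83), 0.22 (-0.04 to 0.47) and 0.39 (0.04 to 0.73), with edgeR adjusted p values of 0.359, 0.945 and 1.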

**Figure 3:**
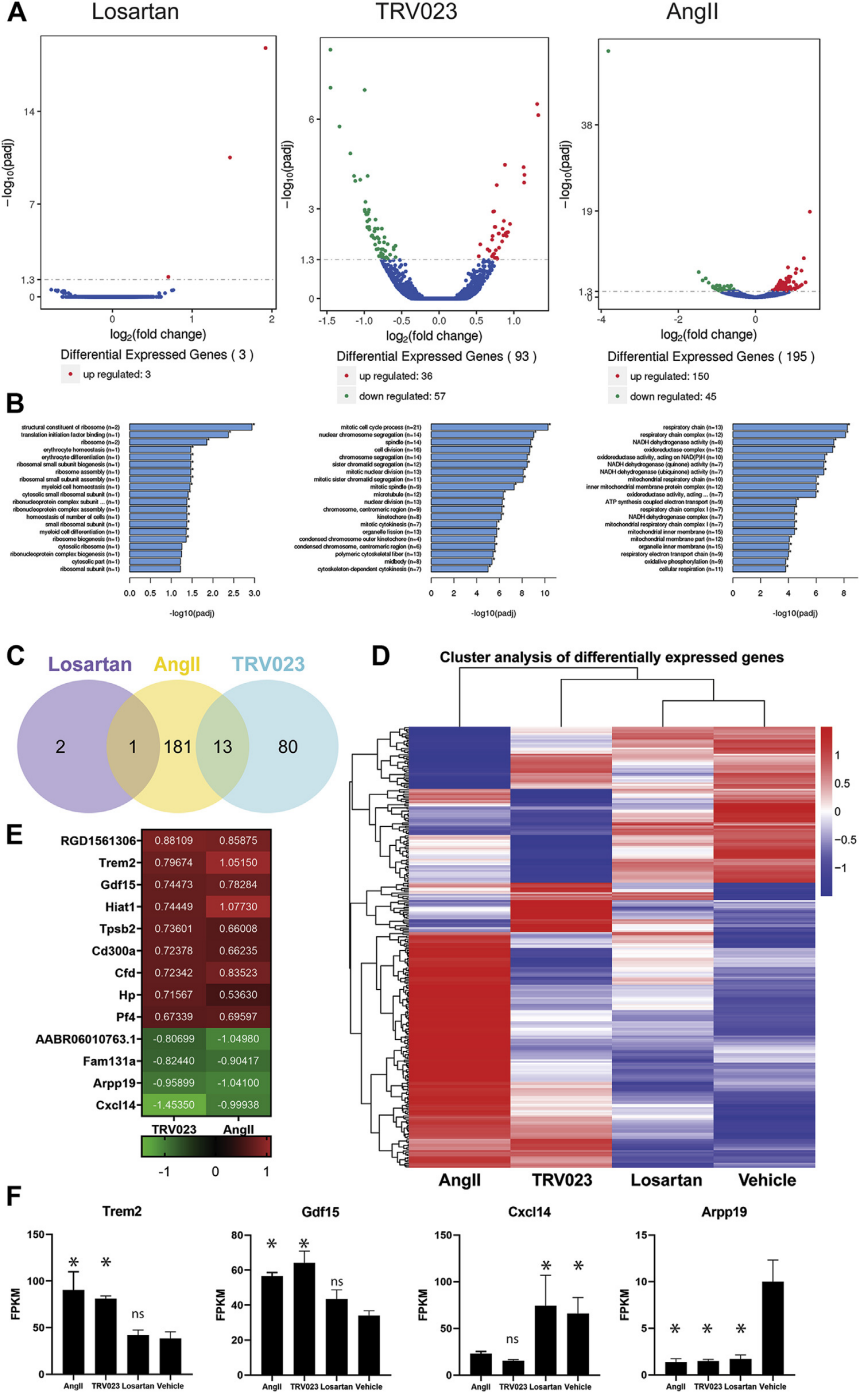
RNA Sequencing of Lungs From AT_1_R Ligand–Treated MCT Rats Demonstrates That TRV023 and AngII Regulate Pathways Important in **Proliferation and Metabolism** Total RNA from lung tissues from MCT rats treated with or without AngII, TRV023, losartan, and vehicle were isolated, and RNA sequencing was performed (n = 3 rats per group). **(A)** Volcano plot of differentially expressed genes between losartan, TRV023, and AngII from vehicle. **(B)** Gene ontology (GO) pathways from those differentially expressed genes for losartan, TRV023, and AngII, respectively. **(C)** Venn diagram of genes that were differentially expressed relative to vehicle in the losartan, TRV023, and AngII groups. **(D)** Hierarchical clustering of differentially expressed genes between AngII, TRV023, losartan, and vehicle. **(E)** Heat map showing selected differentially expressed genes shared between AngII- or TRV023-treated MCT rats. **(F)** Increased messenger RNA (mRNA) expression of MAPK signal regulating candidates *Trem2* and *Gdf15* by RNA sequencing. Decreased mRNA expression of negatively MAPK regulating candidates *Cxcl14* and *Arpp19* by RNA sequencing. Pathway enrichment performed by DAVID and GO enrichment tool. Statistical analysis was performed by one-way ANOVA. ∗*P* < 0.05 versus vehicle-treated MCT rats. ANOVA = analysis of variance; DAVID = Database for Annotation, Visualization and Integrated Discovery; FPKM = fragments per kilobase of exon model per million reads mapped; MAPK = mitogen-activated protein kinase; other abbreviations as in Figure 1.

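Cxcl14, a chemokine of epithelial and stromal cells, averaged 66.1 ± 29.6 FPKM in vehicle, 24.3 ± 4.68 FPKM with AngII, 15.3 ± 2.37 FPKM with TRV023 and 74.2 ± 56.9 FPKM with losartan (mean ± SD, n = 3 rats per group). All 3 AngII libraries and all 3 TRV023 libraries lay below the 3 vehicle libraries. Against vehicle Cxcl14 was at -1.31 (SE 0.296) on the log2 scale with AngII and -2.11 (SE 0.303) with TRV023. It did not pass in edgeR (adjusted p = 0.295 and 0.306), except, for Cxcl14, TRV023 vs Vehicle, without Veh_963, where the change was -2.36 and the edgeR adjusted p was 0.0496. DESeq2 gave adjusted p values of 0.00328 and 3.88e-09, and over the other settings they reached 0.728 and 0.827. The value of Arpp19, the other candidate of this panel, is that of a model of 339 bases whose place in the deposited annotation is next to Prss42.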

### β-arrestin–mediated AT_1_R signaling promotes pathways important in vascular proliferation and remodeling

Based on our transcriptomic findings, we hypothesized that the MAP kinase signaling cascade is activated in MCT PH rats treated with TRV023 or AngII. 

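The ERK feedback and early response genes, the transcripts such as Dusp and Spry genes that follow ERK activity, had a median log2 fold change of 0.09 with TRV023, 0.05 with AngII and 0.19 with losartan against vehicle over 32 genes (n = 3 rats per group). With each drug 0 genes of this list passed, over all genes in edgeR or adjusted over the list alone. At an unadjusted p under 0.05, 2 were higher and 3 lower with AngII, 4 were higher and 1 lower with TRV023, and 0 changed with losartan. Dusp2 with AngII was the 1 member called by DESeq2. Dusp2, a nuclear phosphatase of ERK, was at 0.77 (SE 0.179) with AngII, and Ereg, a ligand of the epidermal growth factor receptor, was at -2.85 (SE 0.85). Spry2, a feedback inhibitor of receptor tyrosine kinases, was at 0.53 (SE 0.122) with TRV023, and Fos, an immediate early transcription factor, was at 1.61 (SE 0.586). With losartan Spry2 was at 0.31 (SE 0.14) and Dusp5, another ERK phosphatase, at 1.11 (SE 0.514). The camera adjusted p was 0.851 for AngII (adjusted p = 0.997 with an estimated correlation), 0.0357 for TRV023 (adjusted p = 0.82 with an estimated correlation) and 0.00171 for losartan (adjusted p = 0.76 with an estimated correlation). The call was lost for ERK feedback and early response genes, TRV023 vs Vehicle, without Trv_917 (median 0.0504), Trv_918 (0.0988), Veh_923 (0.0907) or Veh_963 (0.116), and for ERK feedback and early response genes, Losartan vs Vehicle, without Los_964 (0.0502) or Veh_963 (0.219). With AngII the median was -0.171 without Ang2_931 and -0.0374 without Veh_923, and it was 0.1 without Veh_924, 0.158 without Ang2_922 and 0.16 without Ang2_933. With TRV023 it was 0.249 without Veh_924 and 0.245 without Trv_930, and with losartan it was 0.0966 without Veh_923, 0.318 without Veh_924 and 0.289 without Los_965. The paper describes Trem2 and Gdf15 as regulated by MAPK signaling and Cxcl14 and Arpp19 as its negative regulators, and from its transcriptome results as a whole it proposes that the MAP kinase cascade is activated in MCT rats treated with TRV023 or AngII.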

Previous studies have shown AngII-mediated transient activation of ERK at 2 to 5 minutes and remains elevated for 60 minutes in vascular smooth muscle cells (36, 37, 38). To confirm if TRV023 also mediates activation of MAPK signaling in PASMCs from patients with PH, we analyzed phosphorylation of ERK and p38 MAP kinases. PASMCs were grown at 60% to 70% confluency and starved for 24 hours and treated with increasing concentration of AngII or TRV023 for 10 minutes for ERK phosphorylation and 20 minutes for p-38 phosphorylation. Immunoblots showed increased phosphorylation of ERK (Figures 4A and 4B) and p38 (Figures 4A and 4C) with increasing concentration of AngII as well as TRV023. The expression and activation of MMPs can also be of significant importance in vascular remodeling (8,39). To determine whether AT_1_R activation directly involves in the activation of MMPs, consistent with our previous results, we found that AngII and TRV023 increased the messenger RNA expression of MMP-2 (Figure 4D) but not TIMP-1 in PH PASMCs (Figure 4E), consistent with an effect that would promote vascular remodeling. We did not observe any other significant differences between groups in expression of similar markers (Supplemental Figure 5). These data suggest β-arrestin–biased AT_1_R stimulation contributes to pulmonary vascular remodeling through multiple signaling axes.

**Figure 4:**
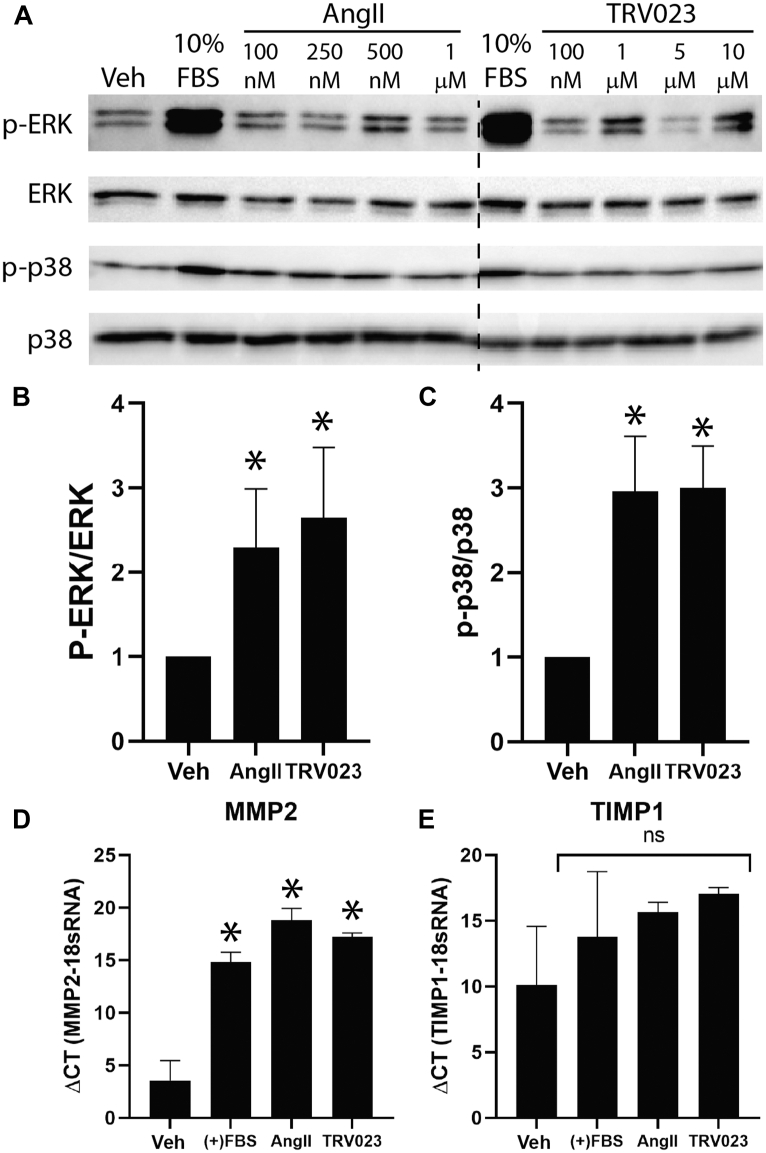
AngII and TRV023 Activate MAP Kinases in PASMCs Isolated From Patients With PH PASMCs isolated from patients with PH were cultured and stimulated with AngII or TRV023 for analyzing phosphorylation of ERK and p38 at 10 and 20 minutes, respectively. **(A)** Representative immunoblot demonstrating AngII- and TRV023-induced phosphorylation of ERK and p38 activation in PASMCs isolated from patients with PH. Quantitation of **(B)** phospho-ERK and **(C)** phospho-p38 MAP kinases from n = 3 biological repeats of patients with PH ([AngII] = 500 nM, [TRV023] = 5 μM). Real-time PCR of targets important in regulation of cell migration demonstrate that AngII and TRV023 both increase levels of **(D)** MMP2 with no significant expression of **(E)** TIMP1 expression. ∗*P* < 0.05 by 1-way analysis of variance from vehicle-treated samples. ERK = extracellular signal-regulated kinase; FBS = fetal bovine serum; MAP = mitogen-activated protein; MMP = matrix metalloproteinase; PASMC = pulmonary artery smooth muscle cell; PCR = polymerase chain reaction; pERK = phospho-ERK; p-p38 = phospho-p38; TIMP = tissue inhibitor of metallopeptidases; Veh = vehicle; other abbreviations as in Figure 1.

### β-arrestin–mediated AT_1_R signaling stimulates human PASMC proliferation and migration

AngII stimulates vascular smooth muscle cell proliferation and migration by activating tyrosine kinases and MAPK signaling, and increasing intracellular Ca^2+^ levels that are regulated by both G proteins and β-arrestins downstream of the AT_1_R (40, 41, 42). To examine the effects of TRV023 on PASMC proliferation and migration in vitro, we performed BrdU proliferation and migration (wound healing scratch assays) in PASMCs isolated from PH patients. PH PASMCs were stimulated with AngII and TRV023 and proliferation monitored after stimulation for AngII (Figure 5A) and TRV023 (Figure 5B) (41). To examine the effects of AngII and TRV023 on PASMC migration, PASMCs were subjected to in vitro scratch wound healing assay (Figure 5C) in the presence or absence of AngII, TRV023, or losartan. The scratch assay showed that both AngII and TRV023 increased PASMC migration, whereas losartan significantly decreased the rate of migration induced by both ligands (Figures 5D and 5E). These findings demonstrate that AngII and TRV023 both promote PASMC proliferation and migration via the AT_1_R, consistent with a phenotype of pulmonary vascular remodeling in vivo.

**Figure 5:**
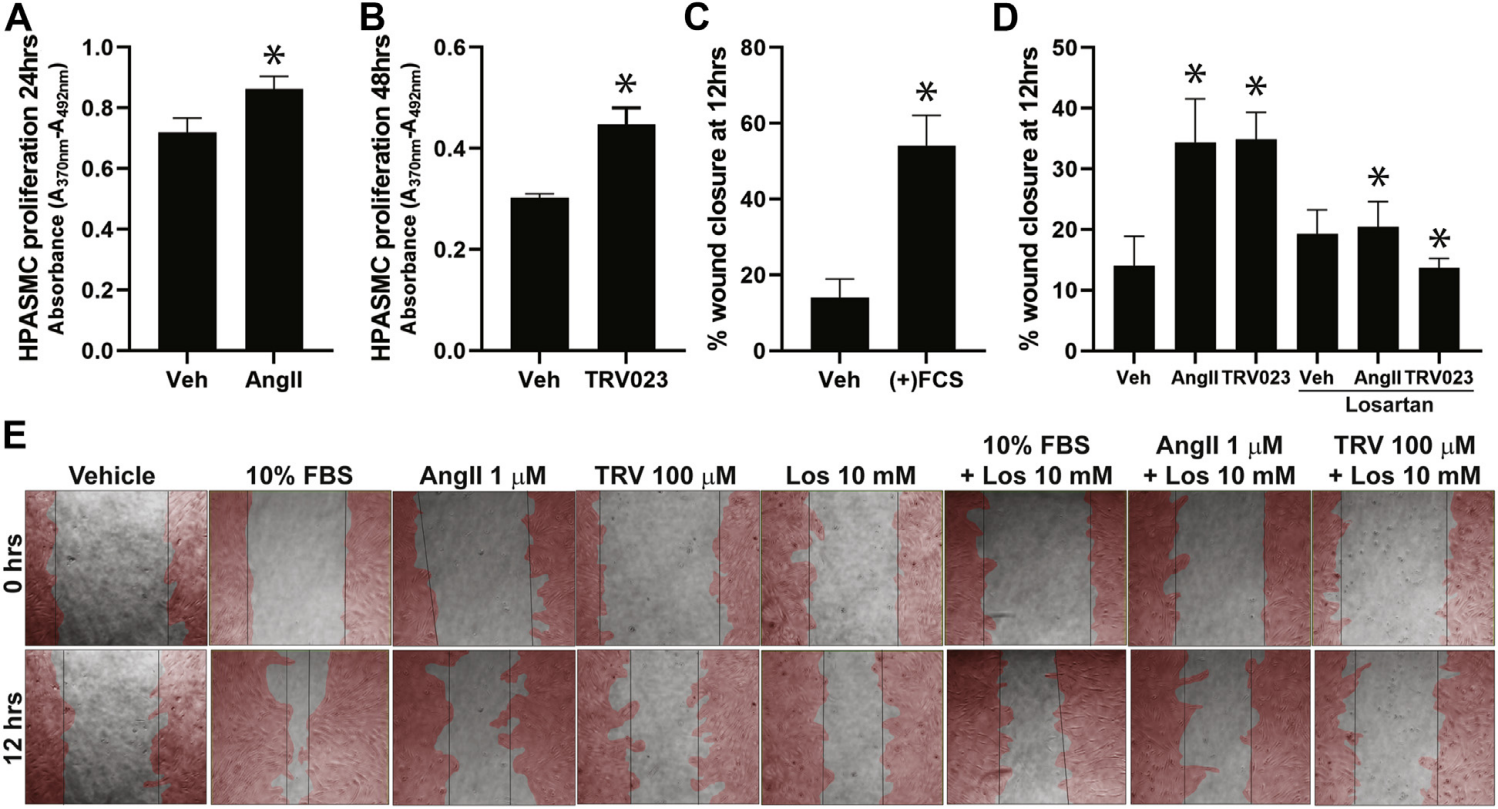
AngII and TRV023 Promote PH-PASMC Proliferation and Migration **(A)** AngII-mediated proliferation of PASMCs at 24 hours. ∗*P* < 0.05 versus vehicle. **(B)** TRV023-mediated proliferation of PASMCs at 48 hours. ∗*P* < 0.05 versus vehicle. Quantification of **(C)** FBS-induced (∗*P* < 0.05 versus vehicle) and **(D)** AngII- and TRV023-induced PASMC migration at 12 hours (∗*P* < 0.05 versus vehicle). AngII- and TRV023-mediated migration was blocked by losartan (∗*P* < 0.05 versus AngII and TRV023 with no losartan). **(D)** Representative live cell imaging of AngII and TRV023 induced PASMC migration at 0 and 12 hours. Manual cell outlines are shown in **red**. Statistical analysis was performed by 1-way analysis of variance. n = 3 biological repeats of PASMCs from patients with PH. Abbreviations as in Figures 1 and 4.

## Discussion

Despite current treatments, PAH is a devastating disease with a prognosis worse than many cancers and a 3-year survival of 68% to 70% (43,44). Therefore, new strategies are urgently needed to directly address the pathological pulmonary vascular remodeling that underlies PAH. Current PAH therapies such as prostacyclin receptor agonists and endothelin receptor antagonists act as pulmonary vasodilators through their effects on vascular smooth muscle cells (45,46). These agents have been proven to be effective in PAH, with benefits in exercise capacity and clinical endpoints (47, 48, 49); however, it is largely unknown to what extent the benefits of these drugs are related to their vasodilatory or antiproliferative properties. Here, we demonstrated that an AT_1_R β-arrestin–biased agonist that acts as a vasodilator (by blocking G protein–mediated signaling) while promoting signaling through β-arrestins did not have a beneficial effect and led to adverse pulmonary vascular remodeling and worse outcomes compared with losartan, an AT_1_R antagonist that blocked both G protein– and β-arrestin–mediated signaling. Unfortunately, we could not compare the responses of these drugs to strongly G protein–biased AT_1_R agonists, which have not been developed at this time (21). Similarly, the lack of biased agonists targeting the endothelin and prostacyclin receptors currently precludes a similar study of those receptors. As there are currently no described biased agonists of GPCR ligands at the endothelin or prostacyclin receptors that could be tested in our studies, we are limited in our conclusions regarding current PAH therapies. However, our findings suggest that the beneficial aspects of current PAH-specific therapies are not only through the acute effects on vasoconstriction but through their long-term effects on pulmonary vascular remodeling. Indeed, it is likely that the beneficial effects of current PAH therapies act both as vasodilators and anti-proliferative agents.

In contrast to our study in PAH, previous work has shown that β-arrestin–biased AT_1_R agonists have a number of distinct physiological effects compared with AngII in other models of cardiovascular disease. For example, acute infusion of AngII markedly increased mean arterial pressure in male spontaneously hypertensive rats, accompanied by a reduction of glomerular filtration rate (48), whereas TRV023 blocked the acute infusion of AngII-induced hypertension state in a dose-dependent manner in mice (16). Likewise, chronic administration of AngII in rats has been shown to induce LV hypertrophy, which can be blunted by coadministration of TRV023 or losartan (24). Consistent with these results, we found that acute infusion of AngII, but not of TRV023, increased LV and RV systolic pressures. The β-arrestin–biased agonist TRV120027 (15) competitively antagonized AngII-induced mean arterial pressure elevation while stimulating cardiac contractility as determined by load-independent measurements (15,24), whereas the AT_1_R antagonist telmisartan decreased mean arterial pressure and cardiac contractility (15). TRV120027 has also been shown cause a neonatal-specific sustained positive inotropic effect without increasing heart rate, an effect thought to be mediated by its activation of L-type calcium channels (50). TRV023 has been shown to increase LV contractility and promote cell survival in mice, the effects of which are dependent on β-arrestin (16). Taken together, conventional and β-arrestin–biased AT_1_R agonists are pharmacologically distinct in vivo.

In preclinical models of left heart failure, TRV120027 decreased mean arterial pressure, right atrial pressure, pulmonary capillary wedge pressure, and systemic and renal vascular resistances, while increasing cardiac output and renal blood flow (18,51). In a mouse model of familial dilated cardiomyopathy, TRV023 increased cardiac performance, suggesting that AT_1_R-biased ligands may prove to be a novel inotropic approach in familial dilated cardiomyopathy (17). Furthermore, in line with the preclinical findings, infusion of TRV120027 was safe and well tolerable and leads to the reductions of mean arterial pressure in healthy volunteers with sodium intake restriction (52). In contrast to left heart failure, PAH is characterized by a marked increase in RV afterload and subsequent dilation, fibrosis, and RV failure. The mechanisms underlying the development of RV failure secondary to PAH remain an area of active investigation. RV function determines the symptoms of patients with PAH and is one of the most important factors for survival. Unlike LV dysfunction, there are currently no therapies that directly target the RV in PAH (53,54). Here, we found that losartan significantly improved survival compared with vehicle, AngII, or TRV023. In contrast to its effects in models of LV dysfunction, TRV023 failed to prolong survival compared with control or AngII, and TRV023 did not improve the hemodynamics or enhance cardiac performances in RV PV loop analyses. These results suggest that β-arrestin–biased AT_1_R ligands are not beneficial for targeting the RV or pulmonary vasculature in PAH. Our observations are largely consistent with a previous study that showed no differences in RV hypertrophy between AT_1_R antagonist losartan and vehicle-treated rats with MCT-induced PAH (4); however, in contrast to our findings, they observed RV afterload was reduced in losartan-treated rats with PAH, without affecting RV contractility (4). This inconsistency may be due to differences in treatment and follow-up time between these studies.

The lack of cardiac effects of TRV023 led us to examine potential AT_1_R-mediated pulmonary vascular remodeling. Pulmonary vascular remodeling in PAH is characterized by endothelial dysfunction (27), clonal expansion of apoptosis-resistant endothelial cells, and smooth muscle cell proliferation, along with a complex interplay between adventitial fibroblasts, perivascular inflammatory cells, and the extracellular matrix (1,55). In MCT-induced PAH rats, there were no discernible changes in PA wall media thickness across different treatments. Intriguingly, although both AngII and TRV023 increased Ki-67 levels in pulmonary arterioles, TRV023 increased it to a greater extent, consistent with an increase in SMC cell ploidy, as can be seen in hypertrophy, or with SMC proliferation. This disparity could be explained by increased apoptosis as quantified by the elevation of cleaved caspase-3 in AngII-treated pulmonary arteries, consistent with a previous study that showed that AngII markedly increased proapoptotic activity in the suprarenal aortas in *ApoE* knockout mice (56). 

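Mki67, a marker of cycling cells, was at 4 ± 0.938 FPKM in the lungs of TRV023-treated rats and 6.62 ± 1.92 FPKM in vehicle (mean ± SD, n = 3 rats per group). The change was -0.73 on the log2 scale (SE 0.24), with an edgeR adjusted p of 0.721 and an exact two-sided permutation p of 0.2. This value and those of the mitotic list below are RNA of whole lung. The paper counted Ki-67 protein in the walls of pulmonary arteries, so these values cannot test that result. The mitotic cell cycle genes were lower with TRV023 than with losartan by a median of -0.79 over 61 genes, 12 of them adjusted over the list alone (camera adjusted p = 3.36e-28; adjusted p = 0.433 with an estimated correlation). Against vehicle their median was -0.27 with losartan (camera adjusted p = 3.68e-08; adjusted p = 0.82 with an estimated correlation), and that call was lost for mitotic cell cycle, Losartan vs Vehicle, without Los_964, where the median was -0.06 and the adjusted p was 0.487, whereas the median was -0.464 without Los_965. Without any 1 of the 6 TRV023 and vehicle libraries the TRV023 median lay between -1.27 and -1.004, and the call held each time at the preset correlation.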

Our transcriptomic data demonstrated that the TRV023 group had higher levels of transcripts associated with cell proliferation. These results are consistent with TRV023 promoting pulmonary vascular remodeling in MCT-induced PAH rats.

AT_1_R overexpression in patients with idiopathic PAH correlates with the activation of MAPK and SRC signaling compared with controls (4) and AngII treatment selectively induces the proliferation of SMCs isolated from patients with idiopathic PAH (4). Consistent with this, AngII and TRV023 activated ERK1/2 and SRC signaling in U2OS and HEK cells overexpressing rat AT_1_R (15). 

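Trem2 and Gdf15, which the paper links to MAPK signaling, were higher with AngII and with TRV023 than with losartan in their mean values. Trem2 differed from losartan by 1.22 on the log2 scale with AngII and by 0.88 with TRV023, and Gdf15 by 0.46 and 0.50 (n = 3 rats per group). Cxcl14 differed by -1.48 with AngII and -2.28 with TRV023, whereas Arpp19 differed by -0.22 and -0.26. None of these passed in edgeR, where 0 genes differed between TRV023 and losartan (713 at an unadjusted p under 0.05) and 0 between AngII and losartan (1437 at an unadjusted p under 0.05). DESeq2 called 16 genes between TRV023 and losartan (8 higher) and 103 between AngII and losartan (59 higher), among them Trem2 with AngII and Cxcl14 with both drugs. The losartan mean of Cxcl14 was 74.2 FPKM with all libraries and 41.3 without Los_925, which was at 140 FPKM. The AngII and TRV023 means were 24.3 and 15.3 FPKM. For AngII against losartan the edgeR count was 1 without Ang2_922. Against losartan the macrophage markers as a list had a median of 0.49 with AngII (camera adjusted p = 1.74e-08; adjusted p = 0.433 with an estimated correlation) and 0.40 with TRV023 (camera adjusted p = 4.49e-07; adjusted p = 0.433 with an estimated correlation), and without Los_965 the TRV023 call was lost (median 0.193) and the median was 0.23 for macrophage, AngII vs Losartan. Of their 25 genes, 3 were higher with AngII adjusted over the list alone, as in DESeq2, and 0 with TRV023 in edgeR (adjusted over the list alone or over all genes) or DESeq2, where 5 were higher and 1 lower at an unadjusted edgeR p under 0.05. The ERK feedback and early response genes differed from losartan by a median of -0.20 with AngII (camera adjusted p = 0.0918) and 0.02 with TRV023 (camera adjusted p = 0.679). With AngII this list passed without Ang2_931 (median -0.332, adjusted p = 0.000694) or Los_965 (-0.24, adjusted p = 0.00694) and had a median of 0.00195 without Los_964, and with TRV023 its median was negative without Trv_917 (-0.141), Trv_918 (-0.0266) or Los_965 (-0.0482).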

Here we found that a number of signaling effectors regulated by MAPK signaling pathways were increased in MCT rats treated with AngII or TRV023 compared with vehicle or losartan in the lung transcriptome analysis. We further verified our results in vitro that AngII and TRV023 stimulated the proliferation and migration of PASMCs and induced the phosphorylation of ERK1/2 and p38 in PH PASMCs, effects that were blunted by losartan. As SMC proliferation and migration can be induced by alterations in the composition of the extracellular matrix from MMP activation (39), we then tested the effects of AngII and TRV023 on transcript levels of MMP-2 and TIMP-1 in PH PASMCs. We found that both AngII and TRV023 increased MMP-2 levels, likely through the activation of Erk1/2 signaling by AngII and TRV023, as it has been demonstrated that tryptase activates the Erk1/2 signaling cascade to induce the production of fibronectin and MMP-2 in PASMCs (57). Taken together, β-arrestin–biased ligands likely promote PASMC proliferation and migration through multiple pathways, contributing to pulmonary vascular remodeling in PH.

### Study Limitations

As noted in the Discussion, we could not study an AT1R G protein-biased agonist to test its effects alone on the PAH phenotype, as no strongly G protein-biased AT1R agonists have been identified. Similarly, we could not test the effects of biased agonists targeting current PAH drug targets as biased endothelin and prostacyclin agonists have not been reported. The MCT PH model is associated with high mortality levels, which limited our ability to assess hemodynamics in the setting of severe PH.

## Conclusions

In conclusion, our findings demonstrate that activating β-arrestin–biased AT_1_R signaling promotes vascular remodeling and is undesirable in PAH. This suggests that the development of new PAH therapies at targets that have previously been considered to only promote vasodilation, such as GPCRs, can still reverse pulmonary vascular remodeling in PAH through mitigating apoptosis resistance and angioproliferative lung pathology.

Perspectives **COMPETENCY IN MEDICAL KNOWLEDGE:** PAH is a disease of pulmonary vascular remodeling with endothelial cell apoptosis, smooth muscle proliferation, and fibroblast activation that results in pulmonary vascular obstruction and right heart failure. The beneficial effect of current therapies for PAH is thought to be based primarily on their role as vasodilators, although any long-term benefit of these therapies is likely related to their promotion of pulmonary vascular reverse remodeling. At this time, there are few data to support a role for these therapies in promoting long-term pulmonary vascular reverse remodeling. To address this knowledge gap, we took advantage of “biased agonists” of the AT_1_R, a receptor that is known to play a role in pulmonary vascular remodeling. Although the AT_1_R is not targeted clinically in PAH, other GPCRs, such as the type A endothelin and prostacyclin receptor, are drug targets in PAH. We found that the AT_1_R “biased agonist” TRV023, which acts as a pulmonary vasodilator but also promotes cellular proliferation, promoted similar levels of abnormal pulmonary vascular remodeling as the vasoconstrictor AngII, effects that could be blocked by the antagonist losartan. Thus, this study suggests that the beneficial effect of current PAH therapies is through their long-term effects on pulmonary vascular reverse remodeling, although they may also have a short-term benefit from promoting pulmonary vasodilation as well.

**TRANSLATIONAL OUTLOOK:** Currently there are no described biased agonists targeting the endothelin or prostacyclin receptors, which are well-validated targets in the treatment of PAH. Biased agonists of these and other receptors may have distinct effects from balanced GPCR agonists and antagonists in PAH. For example, prostacyclin receptor agonists are frequently limited in their dosage due to side effects associated with acute vasodilation. The development of a biased agonist that could promote signaling through pathways important in reverse remodeling while preventing vasodilation could be an approach to limit side effects of these medications while reaching higher therapeutic doses of drug.

## Funding Support and Author Disclosures

The Mandel Foundation funded the Duke Cardiovascular Research Center Physiology Core. Dr Rajagopal was funded by a Gilead Research Scholars in Pulmonary Hypertension, Burroughs Wellcome Career Award for Medical Scientists Award, and K08HL114643. The authors have reported that they have no relationships relevant to the contents of this paper to disclose.

## References

[1] Morrell N.W., Adnot S., Archer S.L. (2009). Cellular and molecular basis of pulmonary arterial hypertension. J Am Coll Cardiol.

[2] Humbert M., Guignabert C., Bonnet S. (2019). Pathology and pathobiology of pulmonary hypertension: state of the art and research perspectives. Eur Respir J.

[3] Rubin L.J. (2002). Therapy of pulmonary hypertension: the evolution from vasodilators to antiproliferative agents. Am J Respir Crit Care Med.

[4] de Man F.S., Tu L., Handoko M.L. (2012). Dysregulated renin-angiotensin-aldosterone system contributes to pulmonary arterial hypertension. Am J Respir Crit Care Med.

[5] Morrell N.W., Atochina E.N., Morris K.G., Danilov S.M., Stenmark K.R. (1995). Angiotensin converting enzyme expression is increased in small pulmonary arteries of rats with hypoxia-induced pulmonary hypertension. J Clin Invest.

[6] Morrell N.W., Danilov S.M., Satyan K.B., Morris K.G., Stenmark K.R. (1997). Right ventricular angiotensin converting enzyme activity and expression is increased during hypoxic pulmonary hypertension. Cardiovasc Res.

[7] Morrell N.W., Morris K.G., Stenmark K.R. (1995). Role of angiotensin-converting enzyme and angiotensin II in development of hypoxic pulmonary hypertension. Am J Physiol.

[8] Okada M., Harada T., Kikuzuki R., Yamawaki H., Hara Y. (2009). Effects of telmisartan on right ventricular remodeling induced by monocrotaline in rats. J Pharmacol Sci.

[9] Rockman H.A., Koch W.J., Lefkowitz R.J. (2002). Seven-transmembrane-spanning receptors and heart function. Nature.

[10] Murasawa S., Mori Y., Nozawa Y. (1998). Angiotensin II type 1 receptor-induced extracellular signal-regulated protein kinase activation is mediated by Ca2+/calmodulin-dependent transactivation of epidermal growth factor receptor. Circ Res.

[11] Rakesh K., Yoo B., Kim I.M., Salazar N., Kim K.S., Rockman H.A. (2010). beta-Arrestin-biased agonism of the angiotensin receptor induced by mechanical stress. Sci Signal.

[12] Mehta P.K., Griendling K.K. (2007). Angiotensin II cell signaling: physiological and pathological effects in the cardiovascular system. Am J Physiol Cell Physiol.

[13] Forrester S.J., Booz G.W., Sigmund C.D. (2018). Angiotensin II signal transduction: an update on mechanisms of physiology and pathophysiology. Physiol Rev.

[14] Pfeffer M.A., Swedberg K., Granger C.B. (2003). Effects of candesartan on mortality and morbidity in patients with chronic heart failure: the CHARM-Overall programme. Lancet.

[15] Violin J.D., DeWire S.M., Yamashita D. (2010). Selectively engaging beta-arrestins at the angiotensin II type 1 receptor reduces blood pressure and increases cardiac performance. J Pharmacol Exp Ther.

[16] Kim K.S., Abraham D., Williams B., Violin J.D., Mao L., Rockman H.A. (2012). beta-Arrestin-biased AT1R stimulation promotes cell survival during acute cardiac injury. Am J Physiol Heart Circ Physiol.

[17] Tarigopula M., Davis R.T., Mungai P.T. (2015). Cardiac myosin light chain phosphorylation and inotropic effects of a biased ligand, TRV120023, in a dilated cardiomyopathy model. Cardiovasc Res.

[18] Boerrigter G., Lark M.W., Whalen E.J., Soergel D.G., Violin J.D., Burnett J.C. (2011). Cardiorenal actions of TRV120027, a novel ss-arrestin-biased ligand at the angiotensin II type I receptor, in healthy and heart failure canines: a novel therapeutic strategy for acute heart failure. Circ Heart Fail.

[19] Wingler L.M., Elgeti M., Hilger D. (2019). Angiotensin analogs with divergent bias stabilize distinct receptor conformations. Cell.

[20] Rajagopal K., Whalen E.J., Violin J.D. (2006). Beta-arrestin2-mediated inotropic effects of the angiotensin II type 1A receptor in isolated cardiac myocytes. Proc Natl Acad Sci U S A.

[21] Strachan R.T., Sun J.P., Rominger D.H. (2014). Divergent transducer-specific molecular efficacies generate biased agonism at a G protein-coupled receptor (GPCR). J Biol Chem.

[22] Rajagopal S., Ahn S., Rominger D.H. (2011). Quantifying ligand bias at seven-transmembrane receptors. Mol Pharmacol.

[23] Pogoriler J.E., Rich S., Archer S.L., Husain A.N. (2012). Persistence of complex vascular lesions despite prolonged prostacyclin therapy of pulmonary arterial hypertension. Histopathology.

[24] Monasky M.M., Taglieri D.M., Henze M. (2013). The beta-arrestin-biased ligand TRV120023 inhibits angiotensin II-induced cardiac hypertrophy while preserving enhanced myofilament response to calcium. Am J Physiol Heart Circ Physiol.

[25] Li Q., Dale W.E., Hasser E.M., Blaine E.H. (1996). Acute and chronic angiotensin hypertension: neural and nonneural components, time course, and dose dependency. Am J Physiol.

[26] Ma Z., Mao L., Rajagopal S. (2016). Hemodynamic characterization of rodent models of pulmonary arterial hypertension. J Vis Exp.

[27] Antonia A.L., Gibbs K.D., Trahair E.D. (2019). Pathogen evasion of chemokine response through suppression of CXCL10. Front Cell Infect Microbiol.

[28] Sutendra G., Dromparis P., Paulin R. (2013). A metabolic remodeling in right ventricular hypertrophy is associated with decreased angiogenesis and a transition from a compensated to a decompensated state in pulmonary hypertension. J Mol Med.

[29] Gomez-Arroyo J.G., Farkas L., Alhussaini A.A. (2012). The monocrotaline model of pulmonary hypertension in perspective. Am J Physiol Lung Cell Mol Physiol.

[30] Zhang J., Liu Y., Zheng Y. (2020). TREM-2-p38 MAPK signaling regulates neuroinflammation during chronic cerebral hypoperfusion combined with diabetes mellitus. J Neuroinflammation.

[31] Liu D.D., Lu J.M., Zhao Q.R., Hu C., Mei Y.A. (2016). Growth differentiation factor-15 promotes glutamate release in medial prefrontal cortex of mice through upregulation of T-type calcium channels. Sci Rep.

[32] Li S., Ma Y.M., Zheng P.S., Zhang P. (2018). GDF15 promotes the proliferation of cervical cancer cells by phosphorylating AKT1 and Erk1/2 through the receptor ErbB2. J Exp Clin Cancer Res.

[33] Wilson J.L., Yu J., Taylor L., Polgar P. (2015). Hyperplastic growth of pulmonary artery smooth muscle cells from subjects with pulmonary arterial hypertension is activated through JNK and p38 MAPK. PLoS One.

[34] Yamboliev I.A., Gerthoffer W.T. (2001). Modulatory role of ERK MAPK-caldesmon pathway in PDGF-stimulated migration of cultured pulmonary artery SMCs. Am J Physiol Cell Physiol.

[35] Jiang B., Yamamura S., Nelson P.R., Mureebe L., Kent K.C. (1996). Differential effects of platelet-derived growth factor isotypes on human smooth muscle cell proliferation and migration are mediated by distinct signaling pathways. Surgery.

[36] Duff J.L., Berk B.C., Corson M.A. (1992). Angiotensin II stimulates the pp44 and pp42 mitogen-activated protein kinases in cultured rat aortic smooth muscle cells. Biochem Biophys Res Commun.

[37] Tsuda T., Kawahara Y., Ishida Y., Koide M., Shii K., Yokoyama M. (1992). Angiotensin II stimulates two myelin basic protein/microtubule-associated protein 2 kinases in cultured vascular smooth muscle cells. Circ Res.

[38] Eguchi S., Matsumoto T., Motley E.D., Utsunomiya H., Inagami T. (1996). Identification of an essential signaling cascade for mitogen-activated protein kinase activation by angiotensin II in cultured rat vascular smooth muscle cells. Possible requirement of Gq-mediated p21ras activation coupled to a Ca2+/calmodulin-sensitive tyrosine kinase. J Biol Chem.

[39] Bendeck M.P., Zempo N., Clowes A.W., Galardy R.E., Reidy M.A. (1994). Smooth muscle cell migration and matrix metalloproteinase expression after arterial injury in the rat. Circ Res.

[40] Maron B.A., Leopold J.A. (2014). The role of the renin-angiotensin-aldosterone system in the pathobiology of pulmonary arterial hypertension (2013 Grover Conference series). Pulm Circ.

[41] Morrell N.W., Upton P.D., Higham M.A., Yacoub M.H., Polak J.M., Wharton J. (1998). Angiotensin II stimulates proliferation of human pulmonary artery smooth muscle cells via the AT1 receptor. Chest.

[42] Zhang F., Hu Y., Xu Q., Ye S. (2010). Different effects of angiotensin II and angiotensin-(1-7) on vascular smooth muscle cell proliferation and migration. PLoS One.

[43] Hurdman J., Condliffe R., Elliot C.A. (2012). ASPIRE registry: Assessing the Spectrum of Pulmonary hypertension Identified at a REferral centre. Eur Respir J.

[44] Farber H.W., Miller D.P., Poms A.D. (2015). Five-year outcomes of patients enrolled in the REVEAL Registry. Chest.

[45] Lai Y.C., Potoka K.C., Champion H.C., Mora A.L., Gladwin M.T. (2014). Pulmonary arterial hypertension: the clinical syndrome. Circ Res.

[46] Sitbon O., Morrell N. (2012). Pathways in pulmonary arterial hypertension: the future is here. Eur Resp Rev.

[47] Zamanian R.T., Kudelko K.T., Sung Y.K., Perez V.J., Liu J., Spiekerkoetter E. (2014). Current clinical management of pulmonary arterial hypertension. Circ Res.

[48] Elmarakby A.A., Bhatia K., Crislip R., Sullivan J.C. (2016). Hemodynamic responses to acute angiotensin II infusion are exacerbated in male versus female spontaneously hypertensive rats. Physiol Rep.

[49] Barst R.J., Gibbs J.S., Ghofrani H.A. (2009). Updated evidence-based treatment algorithm in pulmonary arterial hypertension. J Am Coll Cardiol.

[50] Kashihara T., Kawagishi H., Nakada T. (2020). beta-arrestin-biased AT1 agonist TRV027 causes a neonatal-specific sustained positive inotropic effect without increasing heart rate. J Am Coll Cardiol Basic Trans Science.

[51] Boerrigter G., Soergel D.G., Violin J.D., Lark M.W., Burnett J.C. (2012). TRV120027, a novel beta-arrestin biased ligand at the angiotensin ii type i receptor, unloads the heart and maintains renal function when added to furosemide in experimental heart failure. Circ Heart Fail.

[52] Soergel D.G., Subach R.A., Cowan C.L., Violin J.D., Lark M.W. (2013). First clinical experience with TRV027: pharmacokinetics and pharmacodynamics in healthy volunteers. J Clin Pharmacol.

[53] Ryan J.J., Archer S.L. (2014). The right ventricle in pulmonary arterial hypertension: disorders of metabolism, angiogenesis and adrenergic signaling in right ventricular failure. Circ Res.

[54] Franco V. (2012). Right ventricular remodeling in pulmonary hypertension. Heart Fail Clin.

[55] Rabinovitch M. (2012). Molecular pathogenesis of pulmonary arterial hypertension. J Clin Invest.

[56] Wang Y.X., Martin-McNulty B., da Cunha V. (2005). Fasudil, a Rho-kinase inhibitor, attenuates angiotensin II-induced abdominal aortic aneurysm in apolipoprotein E-deficient mice by inhibiting apoptosis and proteolysis. Circulation.

[57] Kwapiszewska G., Markart P., Dahal B.K. (2012). PAR-2 inhibition reverses experimental pulmonary hypertension. Circ Res.

# Supplementary material for: β-Arrestin–Mediated Angiotensin II Type 1 Receptor Activation Promotes Pulmonary Vascular Remodeling in Pulmonary Hypertension
**Source:** JACC Basic Transl Sci. 2021 Nov 22;6(11):854–69. doi: 10.1016/j.jacbts.2021.09.006
**Supplement:** Supplemental Figures 1–5 and Supplemental Tables 1 and 2

# **Supplementary Appendix for**

## **β-arrestin-mediated Angiotensin II type 1 Receptor Activation**

### **Promotes Pulmonary Vascular Remodeling in Pulmonary Hypertension**

**Running Title:** β-arrestin-mediated AT<sub>1</sub>R signaling promotes PAH

Zhiyuan Ma<sup>1†</sup>, Gayathri Viswanathan<sup>1†</sup>, Mason Sellig<sup>2</sup>, Chanpreet Jassal<sup>4</sup>, Issac Choi<sup>1</sup>,  
Aditi Garikipati<sup>1</sup>, Xinyu Xiong<sup>1</sup>, Nour Nazo<sup>1</sup>, Sudarshan Rajagopal<sup>1, 3, \*</sup>

|                                                                                                                                                                  |     |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----|
| Supplemental Figure 1. Hemodynamic effects of chronic infusion of AT <sub>1</sub> R ligands on right ventricular pressure-volume loop parameters in MCT PH rats. | 2   |
| Supplemental Figure 2. Effects of chronic infusion of AT <sub>1</sub> R ligands on LV hypertrophy in MCT rats.                                                   | 3   |
| Supplemental Figure 3. DAPI, Ki67, and α-smooth muscle actin (SMA) staining of lung samples from vehicle, AngII, TRV023 and losartan-treated MCT PH rats.        | 4-5 |
| Supplemental Figure 4. Confirmation of RNA sequencing by qPCR.                                                                                                   | 6   |
| Supplemental Figure 5. AngII and TRV023 alter the composition of the extracellular matrix in PSMCs isolated from PH patients.                                    | 7   |
| Supplemental Table 1. List of PCR primers - human PH PSMCs.                                                                                                      | 8   |
| Supplemental Table 2. List of PCR primers - rat MCT PH.                                                                                                          | 9   |

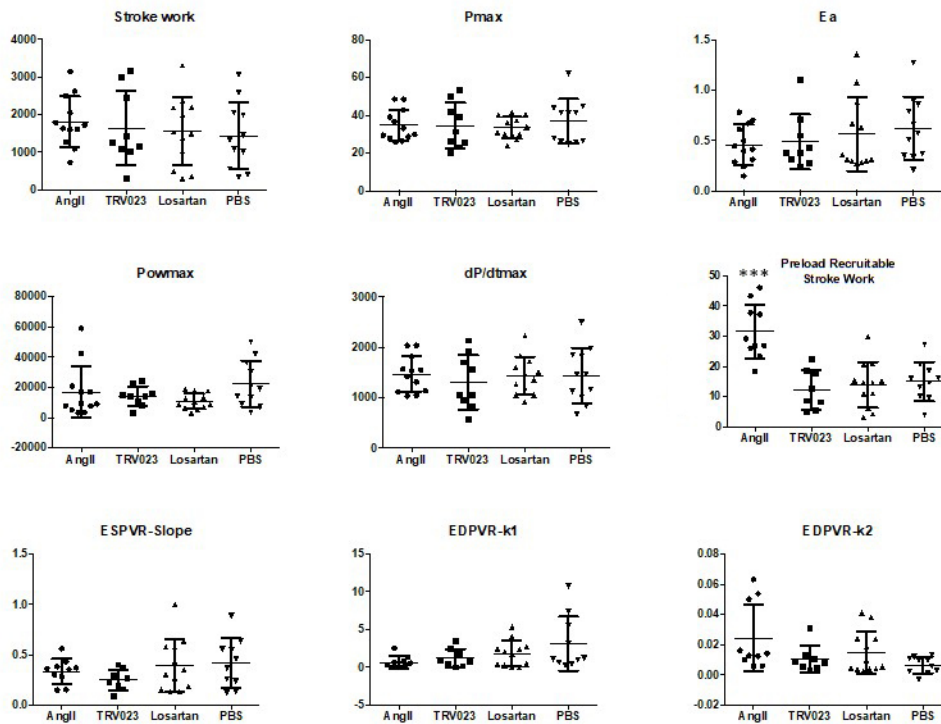

**Supplemental Figure 1. Hemodynamic effects of chronic infusion of AT<sub>1</sub>R ligands on right ventricular pressure-volume loop parameters in MCT PH rats.** Chronic infusion of AngII, TRV023 or losartan in MCT rats resulted in no significant changes in the majority of hemodynamic parameters from pressure-volume loop analysis of the right ventricle. The only significant difference that was noted was an increase in preload recruitable stroke work in AngII-treated rats (\*\*\*,  $p < 0.001$ ). Maximal pressure (Pmax), End-systolic elastance (Ea), Maximal power (Pmax), Maximum of Change in Pressure / Change in time (dP/dtmax), end-systolic pressure volume relationship slope (ESPVR-slope), end-diastolic pressure volume relationship coefficient 1 (EDPVR-k1), end-diastolic pressure volume relationship coefficient 2 (EDPVR-k2). Statistical analysis was performed by one-way ANOVA and Tukey's multiple comparisons test.

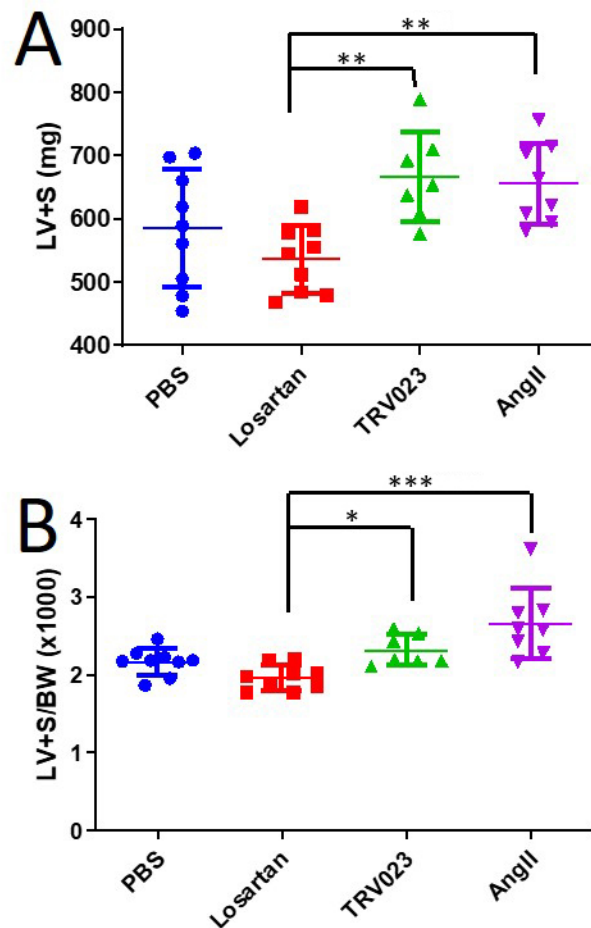

**Supplemental Figure 2. Effects of chronic infusion of AT1R ligands on LV hypertrophy in MCT rats.** Treatment with TRV023 and AngII both induced LV hypertrophy compared to losartan. (**A**) as assessed by left ventricular + septum (LV+S) weight and (**B**) LV+S corrected by rat body weight. Statistical analysis was performed by one-way ANOVA and Tukey's multiple comparisons test. (\*,  $p < 0.05$ , \*\*,  $p < 0.01$ , \*\*\*,  $p < 0.001$ )

**Supplemental Figure 3.** DAPI, Ki67, and  $\alpha$ -smooth muscle actin (SMA) staining of lung samples from replicates of vehicle, AngII, TRV023 and losartan-treated MCT PH rats.

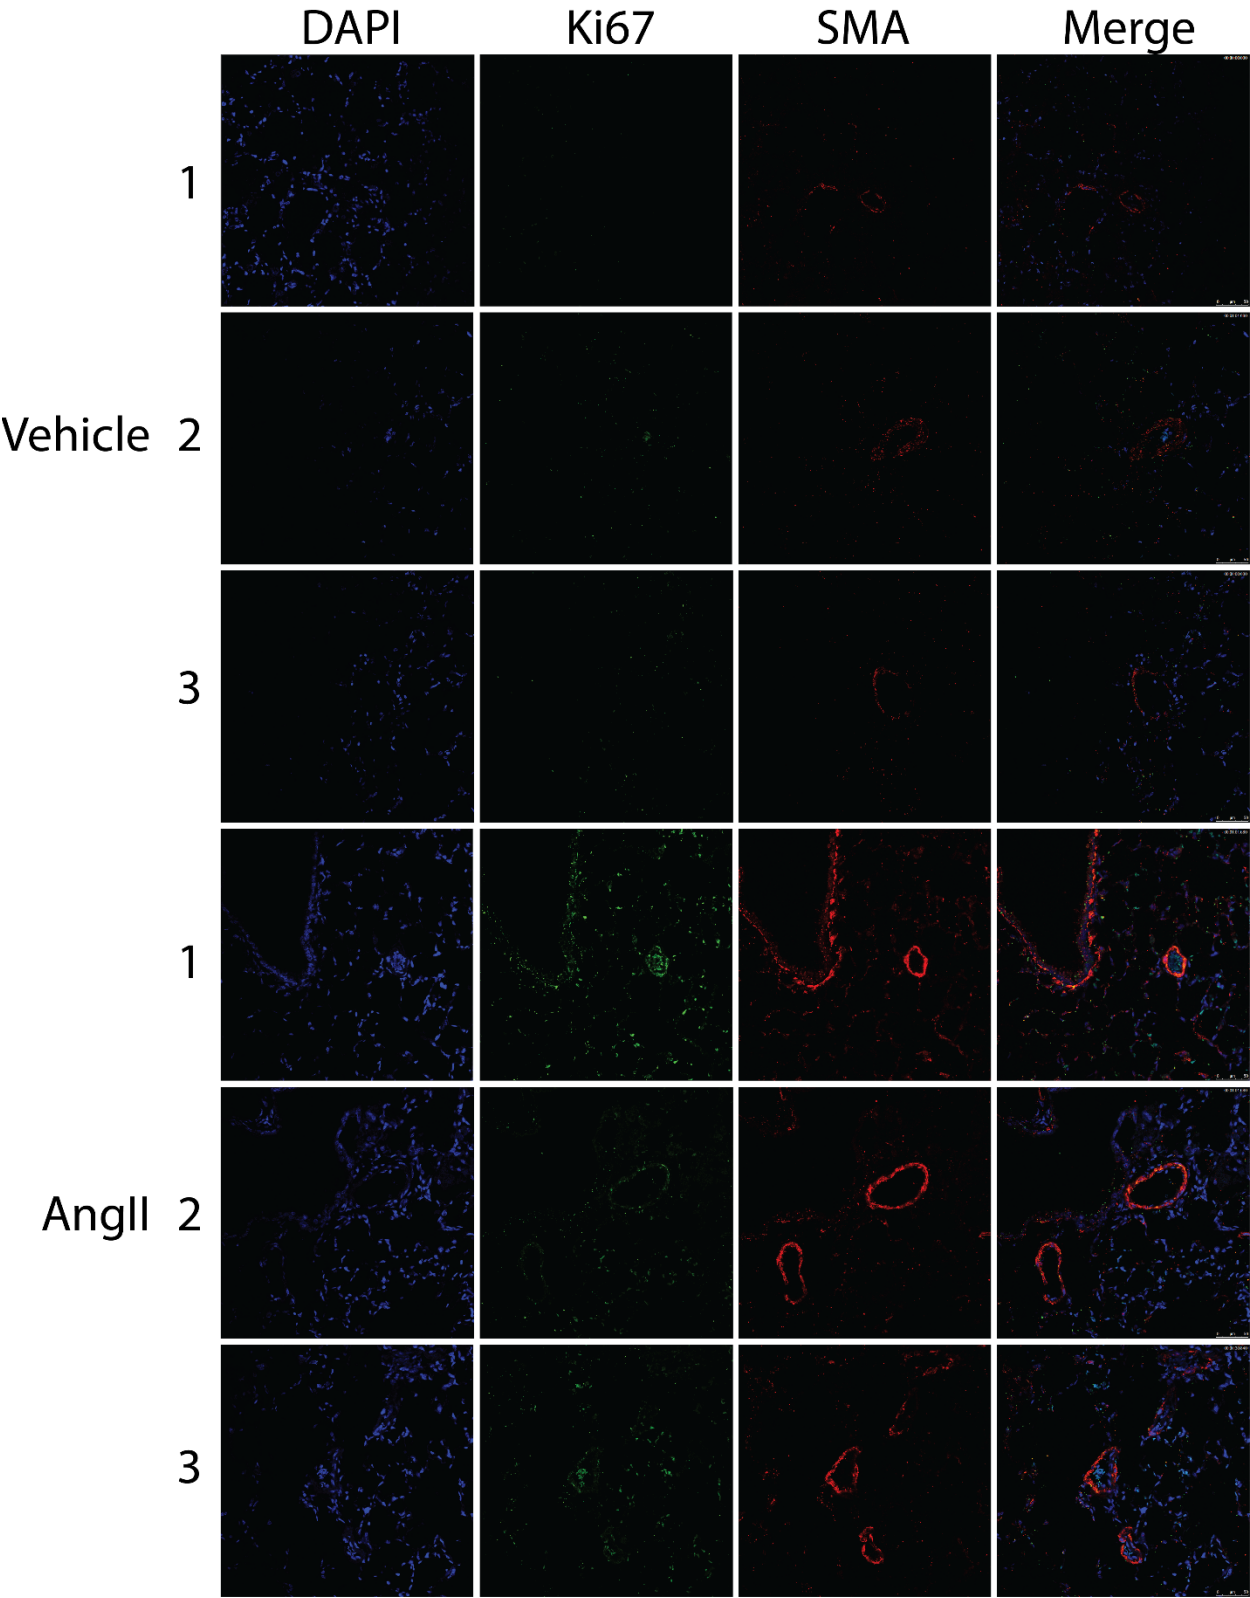

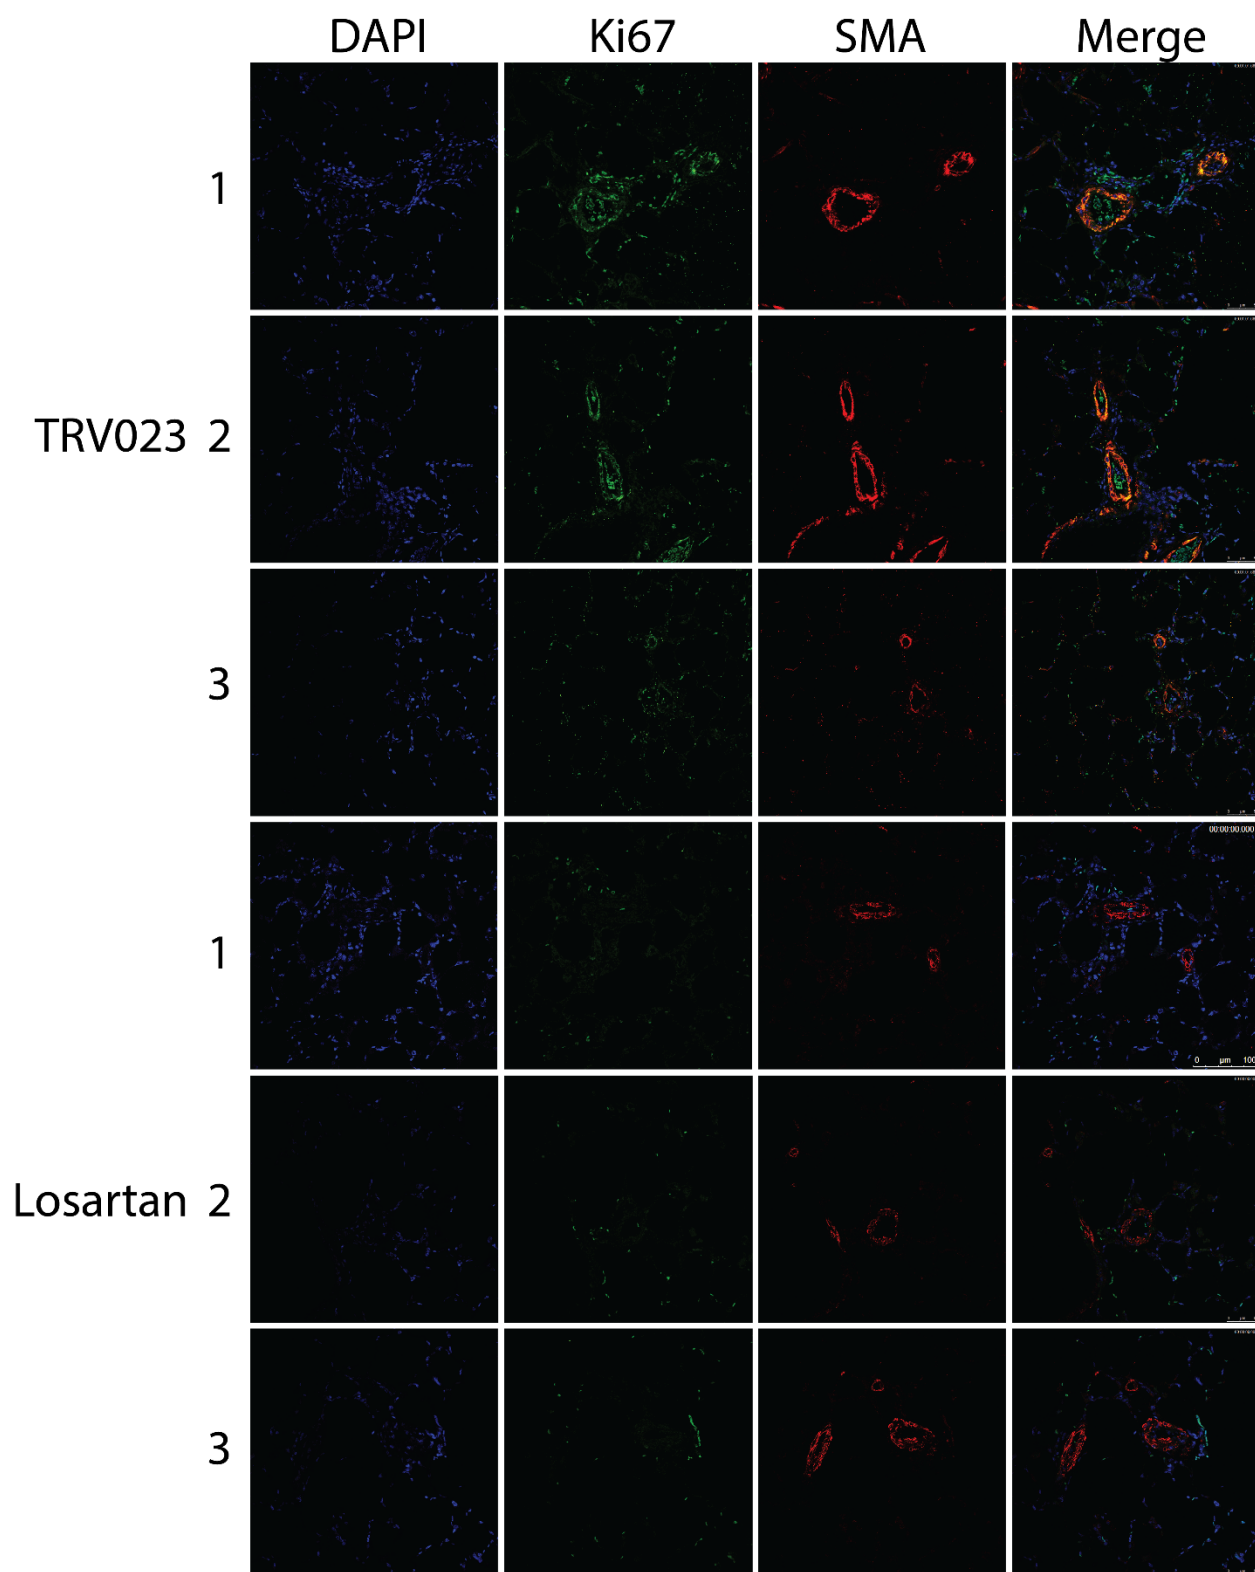

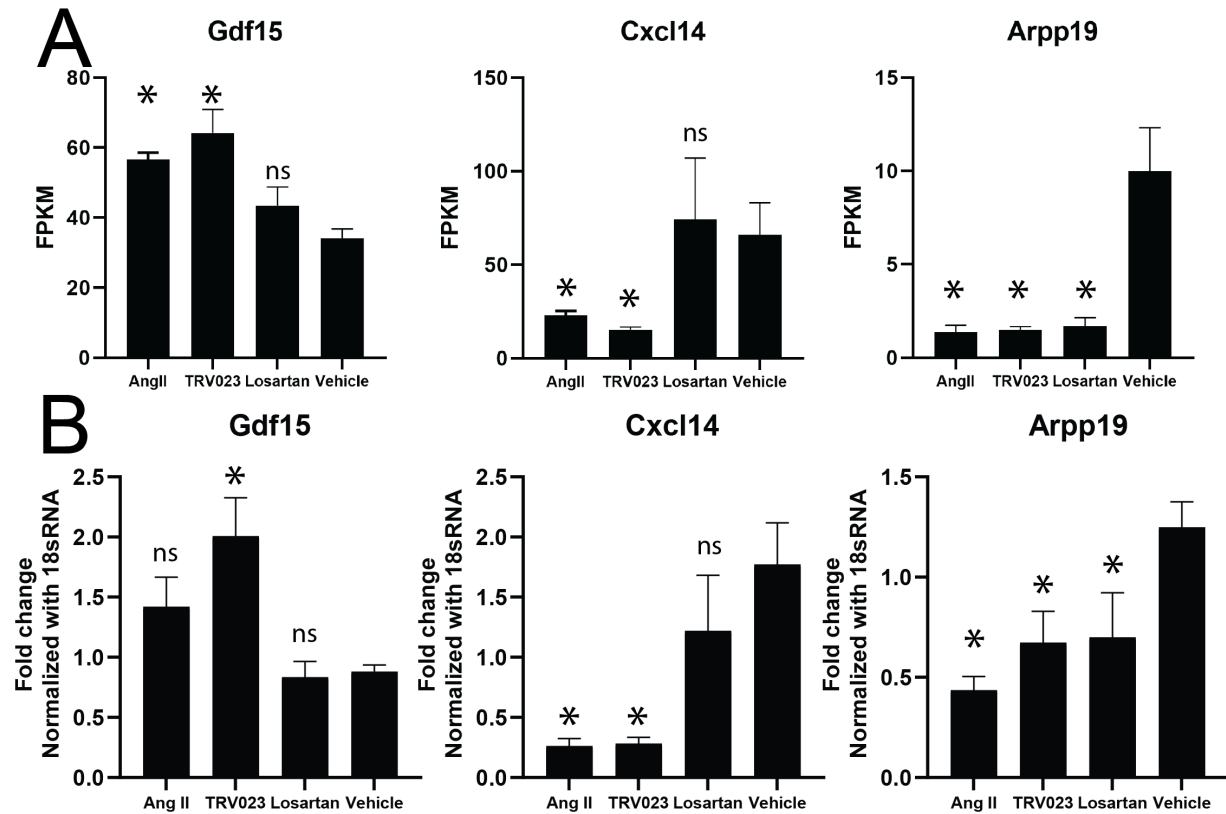

**Supplemental Figure 4. Confirmation of RNA sequencing results by qPCR. A**, RNA sequencing and **B**, qPCR of specific transcripts that were differentially expressed between AngII, TRV023, Losartan and vehicle-treated samples from MCT PH rats. \*,  $p < 0.05$  versus vehicle treated MCT rats. FPKM – fragments per kilobase of exon model per million reads mapped.

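Supplemental Figure 4A plots the deposited FPKM of Gdf15, Cxcl14 and Arpp19, in which the authors divided the reads of a gene by its length and by the reads of its library. Gdf15 spans chromosome 16 from 20411167 to 20413750 and Cxcl14 chromosome 17 from 11271210 to 11279229 in the deposited annotation. Leaving out each library in turn, the log2 ratio of mean FPKM to vehicle stayed between 0.64 and 0.84 for Gdf15 with AngII and between 0.80 and 1.05 with TRV023. It stayed between -1.70 and -1.04 for Cxcl14 with AngII and between -2.37 and -1.71 with TRV023. For Cxcl14 with losartan it ran up to 0.57, with a negative ratio without Los_925 (-0.68) or without Veh_963 (-0.09).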

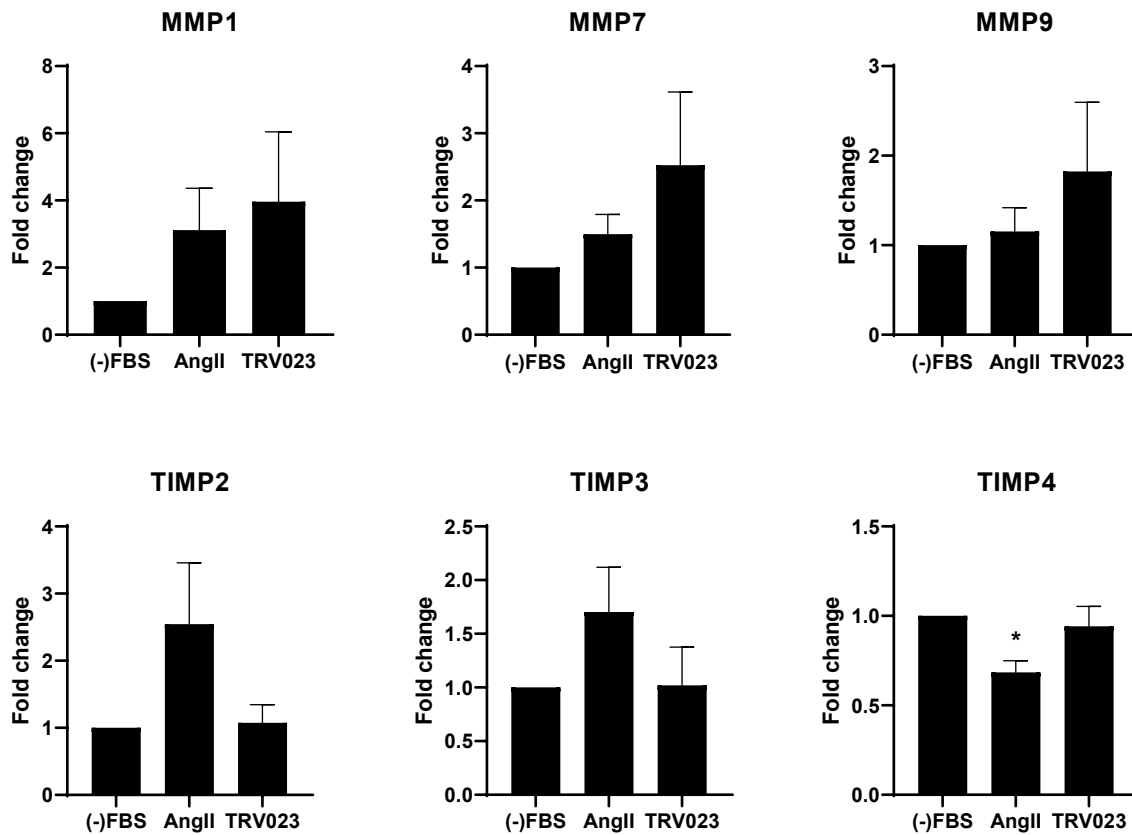

**Supplemental Figure 5. AngII and TRV023 alter the composition of the extracellular matrix in PSMCs isolated from PH patients.** PSMCs isolated from n=3 biological repeats of PH patients were cultured and stimulated with 500nM AngII or 5 μM TRV023 for analyzing mRNA expression of MMPs and TIMPs. \*, p < 0.05 by one-way ANOVA from vehicle treated samples.

**Supplemental Table 1. List of PCR primers - human PH PSMCs.**

| <b>Gene</b>     | <b>Forward primer</b>     | <b>Reverse primer</b>          |
|-----------------|---------------------------|--------------------------------|
| <i>Mmp9</i>     | GCACGA CGT CTT CCA GTA CC | CAG GAT GTC ATA GGT CAC GTA GC |
| <i>Mmp7</i>     | GTATGGGACATTCCTCTGATCC    | CCAATGAATGAATGAATG GATG        |
| <i>Mmp1</i>     | CCTAGCTACACCTTCAGTGG      | GCCCAGTACTTATTCCCTTT           |
| <i>Mmp2</i>     | ATGACAGCTGCACCACTGAG      | CTCCTGAATGCCCTTGATGT           |
| <i>Mmp9</i>     | TACCCTATGTACCGCTTCAC      | GAACAAATACAGCTGGTTCC           |
| <i>18S rRNA</i> | GTAACCCGTTGAACCCCAT       | CCATCCAATCGGTAGTAGCG           |
| <i>Timp1</i>    | TGACATCCGGTTCGTCTACA      | GTTTGCAGGGGATGGATAAA           |
| <i>Timp2</i>    | CCGCAACAGGCGTTTTGCAA      | TCACTTCTCTTGATGCAGGC           |
| <i>Timp3</i>    | TTCTGCAACTCCGACATCGT      | ATGCAGGCGTAGTGTTTGGA           |
| <i>Timp4</i>    | CACTACCATCTGAACTGTGGCTG   | GCTTTCGTTCCAACAGCCAGTC         |

**Supplemental Table 2. List of PCR primers - rat MCT PH.**

| <b>Gene</b>     | <b>Forward primer</b>  | <b>Reverse primer</b>  |
|-----------------|------------------------|------------------------|
| <i>Gdf15</i>    | CCTCTCTGAGTCCCAACTCAAC | AATCGCACCTCTGGACTGAGTA |
| <i>Cxcl14</i>   | AAGCTGGAAATGAAGCCAAAG  | GTTCCAGGCGTTGTACCATT   |
| <i>Arpp19</i>   | AGATTGCAGAAAGGGCAAAAG  | TAGCAACAAGGGATGGTTTCC  |
| <i>18S rRNA</i> | ACTCAACACGGGAAACCTCA   | AATCGCTCCACCAACTAAGA   |

How the deposited data were processed for this re-analysis (not part of the article)

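Lung RNA sequencing of 12 MCT rats was used, 3 rats each given PBS vehicle, AngII, TRV023 or losartan. The condition of each library was read from its label, and the doses were taken from the methods. The authors aligned the reads to the rat genome, and the deposited read counts are whole numbers per gene. The authors made the FPKM values by dividing the counts by gene length and by the counted reads of the library. The deposited scaled signal equals the read count divided by a single factor per library, set separately for each table. The deposited log2 fold changes and p-values of each drug against vehicle are the authors' own, from a tool that is not named. The aligner, the counting tool, the genome build, the annotation release and the strand setting are not given in the sources used here, and coordinates are printed as the deposited tables give them. Scaffold names in these tables begin with AABR06. The authors' adjusted p is missing for 3831 genes of the AngII table, 3229 of the TRV023 table and 114 of the losartan table. The tables hold 17836, 18569 and 18367 genes, with 16957 in all 3. Genes at 0 in all libraries of the drug group are not listed, whereas 344, 567 and 496 listed genes were at 0 in all vehicle libraries.

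Each drug was compared with vehicle in edgeR 4.0.16 (R 4.3.3) on the deposited read counts of the 6 libraries of its table, with filterByExpr, TMM normalization, glmQLFit and glmQLFTest. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called, with no threshold on fold. The SE of a log2 fold change was taken from the F statistic, and 95 percent intervals from the moderated degrees of freedom. Drugs were compared with each other with all 12 libraries in a single edgeR fit of 15662 genes. FPKM values are given as mean and SD of 3 rats, with exact two-sided permutation tests of the mean difference, which cannot go below p = 0.1 for 3 against 3.

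Counts per library were 16106337 to 20096877. To measure the precision of the comparisons, changes were added to simulated libraries made from the deposited counts. Changes of 1.5, 2, 4 and 8-fold were each given to 48 to 50 genes, more than edgeR called here. Recovery with few changed genes was not simulated. edgeR recovered 34% of the 2-fold changes for AngII, 28.6% for TRV023 and 32% for losartan, and 86%, 79.6% and 81.2% of the 4-fold changes, with 7, 3 and 6 false calls among 14854, 15005 and 14955 genes. DESeq2 recovered 54%, 54% and 58% of the 2-fold changes, with 41, 43 and 52 false calls. Library totals in place of TMM shifted the AngII log2 fold changes by a median of -0.133.

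A set of 36 lists of genes was tested, 18 of processes and 18 of cell types that a piece of lung can hold, and 35 of them had at least 5 measured members. The tests used camera in limma 3.58.1 with a preset inter-gene correlation of 0.01, adjusted over all lists and the 3 comparisons with vehicle. They were run again with an estimated correlation and with fry. The log2 CPM used a prior count of 2. Groups were clustered on the means of log2 values with a pseudocount of 1, by Euclidean distance and complete linkage. Overlaps of lists with the genes called in the deposited tables used Fisher's exact test, one-sided. The chance overlap of AngII and TRV023 calls was simulated with 100 draws for edgeR and 20 draws for DESeq2.

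The genes named follow a rule. It takes the genes the paper names or prints for the RNA sequencing, and the losartan calls if there are 10 or fewer. It takes the genes called with both AngII and TRV023, here or in the deposited tables, if there are 20 or fewer. It takes the 8 higher and 8 lower called genes with the largest changes whose groups do not overlap, leaving out genes named by a clone, LOC or RGD number. It takes the members with the smallest p of each list described, up to 4 or 2, and Mki67, Acta2, Agtr1a, Mmp2 and Timp1. The result of 1 further gene of the rule is not reported. Acta2 is not in the deposited tables, and any other gene is said to be chosen after its values were seen. The paper's figures had been seen when the rule was set.

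The alternatives were DESeq2 1.42.0, limma-voom, limma on log2(FPKM + 1) of genes with a mean FPKM of at least 1, RLE or library totals in place of TMM, no filter, a filter of at least 10 counts in every library, all 4 groups in 1 fit, an adjusted p under 0.1, a fold of at least 1.5, each library left out in turn, and the animals numbered 96x left out or their number series taken as a covariate. Alternatives chosen after seeing the data were removing the gene length trend of each library (lowess, span 0.3), bias-adjusted deviances in edgeR, DESeq2 with each library left out, and other distances over the genes called in the deposited tables. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15, and tables were read with data.table 1.17.8. The quantitative PCR and the experiments in other cells and tissues were not analysed here.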

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

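The tests of the mitotic genes against the length trend and against the other drug groups were chosen after the result was seen, and the bounds for the tests of the vehicle libraries, the respiratory and ribosomal lists, the RT1 genes and the gap between libraries were changed after their values were seen.

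The mitotic cell cycle genes were lower in TRV023 than in vehicle, by a median of -1.13. The tables argue against a single library as the source, since the median was at most -1.004 without any 1 of the 6 libraries, and against the gene length trend, since it stayed at -1.13 with the trend removed. They also argue against the vehicle libraries alone standing apart, since 3 of the 6 AngII and losartan libraries lay at or above the lowest vehicle library (0.164, on the scale of the list's mean). The TRV023 libraries, at -0.795 to -0.376, were lower than those 6 (exact permutation p = 0.0357, two-sided, 84 splits), although Los_964 at -0.451 lay within their range. Treatment with TRV023 stays open, as do differences between the animals that were not tested.

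Energy and ribosomal genes as lists had a median of 0.387 in AngII against vehicle, over 169 genes of 4 lists. Adjusted over the list alone, 13 of 13 mitochondrial genome genes and 1 of 85 ribosomal genes were higher. Of the nuclear genes of complex I and complexes II to V, 0 of 31 and 0 of 40 passed. With an estimated correlation none of the 4 lists passed (adjusted p = 0.599 to 0.76). The paper does not report the mitochondrial genome genes, which had a median of 0.867. Without any 1 of the 6 libraries the median over the 169 genes was at least 0.295, the value without Ang2_931, which argues against a single library. For the ribosomal proteins alone it was at least 0.306. Their groups overlapped in the list's mean, where Ang2_922 at 0.001 lay below Veh_963 at 0.019, whereas Ang2_931 and Ang2_933 were at 0.535 and 0.279. With the length trend of each library removed, the mitochondrial genome kept a median of 0.757 and the ribosomal proteins 0.211, above the 95 percent range of random lists (up to 0.2 and 0.0787), so the trend may not account for all of their change. For complex I the median was 0.133 (random lists up to 0.134, bootstrap SE 0.0559) and for complexes II to V 0.116 (up to 0.115, SE 0.0418). These cannot be told apart from the trend, since both lie within their SE of the bound. Camera at the preset correlation still called both lists with the trend removed (adjusted p = 0.00336 and 0.00977). With the trend in place, neither passed with an estimated correlation (adjusted p = 0.76 for both). Treatment with AngII stays open. The share of counts from the mitochondrial genome was 9.63% to 12.3% in the AngII libraries and 5.65% to 7.55% in the vehicle libraries. It was 5.11% to 10% in the losartan libraries, so the highest of these lay above the lowest AngII library. That share is made up of the counts of the mitochondrial genome's own genes. It therefore restates their change and is not a separate explanation, and what sets it in each lung was not tested. The ribosomal and nuclear respiratory genes lie outside that share.

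RT1-CE16, which the paper does not report, was at -5.404 on the log2 scale with AngII and -5.629 with TRV023, and it was near 0 in some libraries and high in others. A variant between animals of an outbred stock cannot be told apart from a drug effect: of 14 genes with a gap of at least 8-fold between libraries 0 kept every group on the same side, but 10 of them were low in a number of libraries that cannot do so, and the median of 100 random regroupings was 0 as well. Reads moved to other RT1 genes cannot be told apart from a fall of RT1-CE16: 31 other RT1 genes gained 791 CPM together, or 521 percent of the fall of 152, with 1500 CPM in AngII and 84.4 CPM in TRV023 and an SD within groups of 483. For Arpp19, which is not among the 14 genes and was lower in all 3 drug groups, the model at the place of the gene in GRCr8 changed by at most 0.488 in any drug group, which is consistent with the low model of 339 bases being an intron-less copy. An effect of the drugs on RT1-CE16 stays open.

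The other results are each given as a value. AY172581.9, a mitochondrial ribosomal RNA gene, was higher with AngII by 1.515. Macrophage markers, a list that holds Trem2, had a median of 0.422 with AngII and 0.232 with TRV023. Adjusted over the list alone, 4 and 2 of 24 genes were higher, and the list did not pass with an estimated correlation (adjusted p = 0.567 for both). Neutrophil markers as a list had a median of 0.634 with AngII (0.403 without Veh_923 for neutrophil, AngII vs Vehicle) and 0.969 with TRV023. Adjusted over the list alone, 0 of 15 genes passed with AngII and 4 of 15 with TRV023. The list did not pass with an estimated correlation (adjusted p = 0.567 for both). The matrix metalloproteinases and their inhibitors as a list had a median of 0.297 with TRV023. Of their 12 genes 0 passed in edgeR or DESeq2, and the list did not pass with an estimated correlation (adjusted p = 0.567). The alveolar type 1 cell markers as a list had a median of 0.249 with losartan. Of their 12 genes 0 were at an unadjusted p under 0.05, and the list did not pass with an estimated correlation (adjusted p = 0.567). The mitochondrial genome genes differed between AngII and TRV023, in a test of the difference itself, by a median of 1.23.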

How the results depend on the processing

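The gene length, bias-adjusted and left-out-library DESeq2 alternatives, and the settings over the genes called in the deposited tables, were chosen after seeing the data. No paired analysis was possible because the animal numbers differ between groups. With 3 rats per group edgeR found 28.6% to 34% of simulated 2-fold changes, which limits what these libraries can show. The simulation does not separate depth from variation between rats. Without the 96x animals losartan keeps 1 library, which is assumed to vary like the other groups. The cause of each change below was not tested.

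Calls against vehicle by edgeR (AngII 2, TRV023 1, losartan 0) were 204, 110 and 6 by DESeq2, 1 and 0 for AngII and TRV023 by limma-voom or with all 4 groups in a single fit, 1 and 2 by limma on log2(FPKM + 1), 1 for AngII with library totals or with the length trend removed, and 1, 3 and 5 without the 96x animals. Leaving out each library gave 0 to 3, 0 to 3 and 0 to 1. RT1-CE16 was not among the calls by limma-voom or in the single fit of 4 groups. AY172581.9 was not among those with library totals, with the length trend removed or by limma on log2(FPKM + 1). The animal number series as a covariate left losartan at 0 (440 at an unadjusted p under 0.05). Between drugs (all 0 in edgeR), DESeq2 gave 217 for AngII against TRV023, 16 for TRV023 against losartan and 103 for AngII against losartan. Without the 96x animals these were 2, 1 and 2, with only the 2 groups AngII and TRV023 the count was 1, and leaving out each library gave 0 to 1 for AngII against losartan. DESeq2 counts without each library were 69 (Ang2_931) to 1308 (Ang2_922), 67 (Veh_924) to 254 (Veh_963) and 9 to 54 (Los_925). Calls shared by AngII and TRV023 (1) were 16 by DESeq2, 0 by limma-voom or with all 4 groups in a single fit, and 0 to 1 without each library. The 16 became 5 (Ang2_931) to 30 (Veh_963).

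With an estimated correlation or fry, 0 lists passed in each of the 6 comparisons. Lists past the threshold for losartan (16) were 9 without Los_964 to 20 without Veh_963, and for TRV023 against losartan (16) 10 without Los_965 to 21 without Los_925. Without the 96x animals the direction reversed for respiratory chain complexes II to V, nuclear genes, Losartan vs Vehicle (-0.0832), mitochondrial genome protein genes, Losartan vs Vehicle (-0.485), cytosolic ribosomal proteins, Losartan vs Vehicle (-0.167), T and NK cell, Losartan vs Vehicle (0.291), respiratory chain complexes II to V, nuclear genes, TRV023 vs Losartan (0.116) and mast cell, TRV023 vs Losartan (-0.532). The similarity ratio of AngII and TRV023 (0.721) was 0 with 1 minus the Pearson correlation, which over 2 genes can only give distances of 0 or 2 and so measures no similarity, 0.285 without scaling and 0.523 to 0.866 without each library. It reversed to 1.09 over all filtered genes and to 1.09 over the 277 genes called in the deposited tables. Over those 277 it was 0.812 with 1 minus the Pearson correlation, a reversal, 1.06 without scaling and 1.04 to 1.12 without each library. For single genes 719 of the other comparisons with a setting stayed the same, 29 passed only under the alternative and 19 no longer passed, and for single lists 720 stayed the same, 319 no longer passed and 6 reversed.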

Differences from the paper's values

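The alternatives named here were set before the data were examined, unless said otherwise. The text of the paper takes a P value under 0.05 as significant and does not say whether the p behind its counts was adjusted. In the deposited tables an adjusted p under 0.05 gives 195, 93 and 3 genes, which are the paper's counts. The values here also use an adjusted p under 0.05. The paper counts 195 differentially expressed genes for AngII against vehicle, and edgeR called 2. DESeq2, which called 204 genes (193 of them among the 195), came within 1.5 times the paper's count. The other alternatives differed from it: limma-voom, limma on log2(FPKM + 1), all 4 groups in a single fit, RLE or library totals, no filter or a stricter filter, an adjusted p under 0.1, a fold of 1.5, each library left out and the 96x animals left out.

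For TRV023 the paper counts 93 genes, and edgeR called 1. DESeq2 called 110 (all 93 of the paper's among them), within 1.5 times the paper's count, and the same other alternatives differed. RT1-CE16, which edgeR called for TRV023, is not called in the deposited table. For losartan the paper counts 3 genes, and edgeR called 0 (250 at an unadjusted p under 0.05). DESeq2 called 6, among them the paper's LOC100911372, LOC102556337 and Rps19, and this count and those of all the other alternatives differed from the paper's. The paper counts 13 genes shared by AngII and TRV023, and edgeR called 1. DESeq2 gave 16, within 1.5 times the paper's count, and held all 13, and the other alternatives differed.

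The paper states that TRV023 raised transcripts associated with cell proliferation. In these libraries the mitotic cell cycle genes had a median log2 fold change of -1.13 and the DNA replication genes -0.454 against vehicle, and Mki67 was at -0.73. For the replication genes the groups overlapped in the list's mean, with Veh_963 at -0.188 and Trv_930 at -0.18. The paper's energetics theme for AngII goes with a positive median here, of 0.867 for the mitochondrial protein genes.

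The paper states that AngII and TRV023 clustered closer to each other than to losartan and vehicle. Over the 277 genes called in the deposited tables, the AngII to TRV023 distance was 26.5 and the TRV023 to losartan distance 18.8, and AngII joined last. The tree split AngII and TRV023 from losartan and vehicle with 1 minus the Pearson correlation or without scaling, settings chosen for these genes after seeing the values, as it did over the 2 genes called by edgeR without Trv_918, without Los_925 or without Los_965. With 1 minus the Pearson correlation those 2 genes give the same split, but their distances can only be 0 or 2, so it decides nothing. Over those 2 genes with all libraries the closest pair was losartan and TRV023 with scaling and AngII and TRV023 without scaling.

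The paper marks the changes of Trem2, Gdf15, Cxcl14 and Arpp19 against vehicle as significant by 1-way analysis of variance, with no adjustment over genes stated. It also reports that quantitative PCR, not analysed here, bore out the sequencing of Gdf15, Cxcl14 and Arpp19. The directions of all 4 genes were the same here with AngII and TRV023, and DESeq2 called all 4 with both drugs. Before adjustment their edgeR p values were 0.000326 to 0.00211 for AngII and 0.000108 to 0.00216 for TRV023. Adjusted over all genes tested, they were 0.263 to 0.295 for AngII and 0.306 to 0.499 for TRV023. The adjusted values answer a stricter question than the paper's test, so they cannot be compared directly with its marks. Without Veh_963, the 1 of these libraries numbered 96x, edgeR called Cxcl14 with TRV023, at a change of -2.36 (edgeR adjusted p up to 0.827 over the settings for this gene). The paper states that effectors regulated by MAPK were increased against vehicle or losartan. Against losartan, the mean values of Trem2 and Gdf15 were higher with both drugs. For Gdf15, Los_964 at 53.2 FPKM lay above Ang2_922 at 53.1 and Trv_930 at 51.3. Neither gene passed in edgeR, and DESeq2 called Trem2 with AngII (adjusted p = 0.0234, with 0.328 in edgeR).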

Other observations

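The correlation of the AngII and TRV023 log2 fold changes across genes was chosen as a test after the counts of shared calls were seen, and that a split follows the animal numbers was noticed after its count was seen.

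Ciliated cell markers, which build motile cilia, were lower with AngII than with vehicle in 10 of 17 genes adjusted over the list alone, with Ccdc39, which assembles dynein arms, at -0.79 (SE 0.215) and Rsph1, a radial spoke protein, at -1.17 (SE 0.344). Of these ciliated cell markers 0 passed over all genes in edgeR and 0 were called by DESeq2. With losartan their median was -0.52 (camera adjusted p = 1.19e-06; adjusted p = 0.76 with an estimated correlation), and that call was lost for ciliated cell, Losartan vs Vehicle, without Los_925 (median -0.37), with a median of -0.177 without Veh_963, -0.851 without Veh_924 and -0.848 without Los_964. Neutrophil markers with TRV023 held 4 of 15 genes higher adjusted over the list alone, with Camp, an antimicrobial peptide, at 1.69 (SE 0.256) and Ngp, a granule protein, at 2.16 (SE 0.445). With AngII the camera adjusted p of the neutrophil list was 0.00419 (adjusted p = 0.567 with an estimated correlation), with 0 of 15 genes past in edgeR or DESeq2 and 1 at an unadjusted p under 0.05. Mast cell markers were higher with AngII by a median of 0.44 over 15 genes (camera adjusted p = 1.76e-05; adjusted p = 0.76 with an estimated correlation), with Mcpt10, a chymase-family protease, at 0.66 (SE 0.119), and the median for mast cell, AngII vs Vehicle, was 0.282 without Ang2_922. The matrix metalloproteinase list with TRV023 had a camera adjusted p of 0.000332 (adjusted p = 0.567 with an estimated correlation), with 0 of 12 genes past in edgeR (adjusted over the list alone or over all genes) or DESeq2, 2 at an unadjusted p under 0.05, and Mmp9 at 1.27 (SE 0.39) and Mmp3 at 2.35 (SE 0.741).

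Alveolar type 1 cell markers as a list were higher with losartan than with vehicle (camera adjusted p = 0.000243; adjusted p = 0.567 with an estimated correlation). Of its 12 genes 0 passed in edgeR, adjusted over the list alone or over all genes, 0 were at an unadjusted p under 0.05 and 0 passed in DESeq2, with Ager at 0.42 (SE 0.187) and Hopx at 0.51 (SE 0.256). In the same comparison other cell type lists also passed in camera. The median was 0.234 for endothelial (adjusted p = 0.000242), 0.374 for platelet and megakaryocyte (0.00965) and 0.241 for alveolar type 2 markers (0.0332). It was -0.248 for T and NK (0.00215), -0.399 for mesothelial (0.00523) and -0.43 for erythroid markers (0.0173). With an estimated correlation the adjusted p of these lists was 0.76 to 0.82. Agtr1a, the receptor that losartan blocks, was at 23.1 ± 0.895 FPKM with losartan and 33.6 ± 2.19 FPKM in vehicle (mean ± SD, n = 3 rats per group), a change of -0.49 (SE 0.13) with an edgeR adjusted p of 1 and an exact two-sided permutation p of 0.1. It was at 26.7 ± 2.7 FPKM with AngII, where all 3 libraries also lay below all 3 vehicle libraries (edgeR adjusted p = 0.575), and at 30.6 ± 4.49 FPKM with TRV023 (edgeR adjusted p = 0.993). Mmp2, a gelatinase, was at 332 ± 58.7 FPKM with TRV023 and 258 ± 13.2 FPKM in vehicle (edgeR adjusted p = 0.924), with 215 ± 35.5 FPKM with AngII (edgeR adjusted p = 0.704) and 203 ± 87 FPKM with losartan (edgeR adjusted p = 1). Timp1, a metalloproteinase inhibitor, was at 292 ± 139 FPKM with TRV023 and 296 ± 111 FPKM in vehicle (edgeR adjusted p = 0.999), with 278 ± 70.6 FPKM with AngII (edgeR adjusted p = 0.951) and 209 ± 94.4 FPKM with losartan (edgeR adjusted p = 1). In the lists of leukocyte markers the counts of single genes come from whole lung and not from sorted cells.

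The correlation across genes of the AngII and TRV023 log2 fold changes was 0.339, below the 0.487 to 0.526 of simulated unchanged groups compared with the same 3 vehicle libraries (mean 0.507), and genes are not independent replicates.

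The 6 libraries of a comparison can be split into 3 and 3 in 10 ways, too few for a share under 0.05. For AngII against vehicle, edgeR called 2 genes, more than the 1 of the highest other split (1 split as large, the real one), DESeq2 called 204 against 117 (1 split) and 15 lists passed against 19 (6 splits). For TRV023 against vehicle, edgeR called 1 gene against 2 (4 splits as large), DESeq2 110 against 332 (2 splits) and 16 lists passed against 21 (5 splits). For losartan against vehicle, edgeR called 0 genes against 5 (10 splits as large), DESeq2 6 against 576 (10 splits) and 16 lists passed against 20 (7 splits). The median number of lists passed in the other splits was 15 for AngII, 15 for TRV023 and 17 for losartan. The number of lists past camera at the preset correlation therefore does not tell treatment from other groupings of these libraries. Between drugs edgeR called 0 genes in each comparison and at most 1 in another split (10 splits as large). The losartan split with 576 DESeq2 and 5 edgeR calls parts Los_925, Veh_923 and Veh_924 from Los_964, Los_965 and Veh_963. The TRV023 split with 332 DESeq2 calls parts Trv_917, Veh_923 and Veh_924 from Trv_918, Trv_930 and Veh_963, a structure of the samples that follows no label known here. The losartan split follows the series of the animal numbers, which is not a stated batch, and points to a structure of the samples other than treatment. With the number series as a covariate edgeR called 0 genes for losartan, with 440 at an unadjusted p under 0.05.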
